# BRG1 knockdown inhibits proliferation through multiple cellular pathways in prostate cancer

**DOI:** 10.1186/s13148-021-01023-7

**Published:** 2021-02-17

**Authors:** Katherine A. Giles, Cathryn M. Gould, Joanna Achinger-Kawecka, Scott G. Page, Georgia R. Kafer, Samuel Rogers, Phuc-Loi Luu, Anthony J. Cesare, Susan J. Clark, Phillippa C. Taberlay

**Keywords:** BRG1, *SMARCA4*, Chromatin remodelling, Cancer, Gene expression, Cell cycle, Transcription, DNA replication

## Abstract

**Background:**

BRG1 (encoded by *SMARCA4*) is a catalytic component of the SWI/SNF chromatin remodelling complex, with key roles in modulating DNA accessibility. Dysregulation of BRG1 is observed, but functionally uncharacterised, in a wide range of malignancies. We have probed the functions of BRG1 on a background of prostate cancer to investigate how BRG1 controls gene expression programmes and cancer cell behaviour.

**Results:**

Our investigation of *SMARCA4* revealed that BRG1 is over-expressed in the majority of the 486 tumours from The Cancer Genome Atlas prostate cohort, as well as in a complementary panel of 21 prostate cell lines. Next, we utilised a temporal model of BRG1 depletion to investigate the molecular effects on global transcription programmes. Depleting BRG1 had no impact on alternative splicing and conferred only modest effect on global expression. However, of the transcriptional changes that occurred, most manifested as down-regulated expression. Deeper examination found the common thread linking down-regulated genes was involvement in proliferation, including several known to increase prostate cancer proliferation (*KLK2*, *PCAT1* and *VAV3*). Interestingly, the promoters of genes driving proliferation were bound by BRG1 as well as the transcription factors, AR and FOXA1. We also noted that BRG1 depletion repressed genes involved in cell cycle progression and DNA replication, but intriguingly, these pathways operated independently of AR and FOXA1. In agreement with transcriptional changes, depleting BRG1 conferred G1 arrest.

**Conclusions:**

Our data have revealed that BRG1 promotes cell cycle progression and DNA replication, consistent with the increased cell proliferation associated with oncogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-021-01023-7.

## Background

Nucleosomes serve as a physical backbone for chromatin organisation on a global scale and at local gene regulatory elements. Nucleosomes therefore govern both genome-wide stability and local DNA accessibility [1]. Nucleosome positioning by ATP-dependent chromatin remodellers plays a critical role in regulating DNA accessibility and allows genes to be expressed at the appropriate place and time [1]. Genomic profiling has demonstrated that dynamic regulation of DNA accessibility occurs primarily at DNA regulatory elements, which are cell type specific, and that DNA accessibility changes reflect concomitant transcriptional patterns [2, 3]. It is essential for chromatin to be relaxed at active gene promoters to create an ordered nucleosome disassembly, which permits binding of RNA pol II and the general transcription machinery [4, 5]. In agreement, ChIP-seq data show that transcription factors are concentrated on accessible DNA, with the highest levels of bound transcription factors correlating with the most accessible genomic regions [6]. Conversely, chromatin condensation resulting in reduced DNA accessibility is necessary for transcriptional repression [7]. Disruption to the DNA accessibility landscape is a feature of cancer [2, 8, 9]. This was recently emphasised in genomic sequencing data from multiple cancers and cancer subtypes, which revealed associations between the accessible chromatin organisation and mutation load [8]. Moreover, studies of aged human and yeast cells demonstrated that nucleosome loss compromises genome stability, gene regulation and transcription [10, 11].

Genes encoding ATP-dependent chromatin remodellers are themselves frequently mutated and often atypically expressed in cancer [5, 12–16]. Notably, the SWI/SNF (switch/sucrose non-fermentable) chromatin remodelling complex is mutated or transcriptionally deregulated in ~ 20% of cancers; a mutation frequency approaching that of *TP53* (~ 26%) [12, 14, 17]. The SWI/SNF complex is often described as a tumour suppressor because it is required by the Retinoblastoma protein (Rb) family for regulation of normal cell growth [18, 19]. Disruptions of multiple SWI/SNF subunits are reported in human tumours and cell lines [13–15, 20–37], often accompanied by a loss of heterozygosity consistent with the inactivation of a tumour suppressor [13, 34]. The specific SWI/SNF mutations observed in tumours and the cancers associated with altered SWI/SNF function have been extensively reviewed [12–15, 26, 31, 34, 38]. However, the mechanism and functional consequences of SWI/SNF dysregulation are still being defined.

Brahma-related gene 1 (BRG1) is one of the two mutually exclusive ATPases within the SWI/SNF complex. Interestingly, *SMARCA4 *(*SWI/SNF-related, matrix-associated, actin-dependent regulator of chromatin, Subfamily A, Member 4*), the gene encoding BRG1, has been observed in both down- and up-regulated states in cancer, indicative of the diverse and complex BRG1 functions. *SMARCA4* mRNA was seen to be down-regulated in bladder, colon, non-triple negative breast cancers, head and neck, oesophageal, melanoma, pancreatic, lung and ovarian cancers, and *SMARCA4* mutation rates in these cancers have been reported between 4 and 13% [12–14, 22, 24, 30, 39–41]. In contrast, *SMARCA4* has been reported as over expressed in cancers of the prostate, triple negative breast cancers and some leukaemias [12, 22, 24, 30, 42, 43]. In *SMARCA4* over expressing cancers, no significant recurrent mutations have been reported [42, 44–46]. The importance of BRG1 in cancer is further evidenced through studies of synthetic lethality, where BRG1 was observed to have a synthetic lethal relationship with the alternative SWI/SNF ATPase Braham (BRM), and Aurora A kinase in lung cancer, and PTEN in prostate cancer [43, 47, 48].

Examination of multiple prostate cancer cohorts has demonstrated elevated *SMARCA4* expression or increased BRG1 protein levels. Clinical studies of primary prostate tumours reported an overall increase in BRG1 protein by immunohistochemistry [42–46], and increased *SMARCA4* gene expression has been reported in tumours from The Cancer Genome Atlas (TCGA) prostate cancer cohort compared to normal prostate tissue [49, 50]. Moreover, higher *SMARCA4* gene expression or increased BRG1 protein levels are inversely correlated with patient survival [43, 49]. While it is established that BRG1 is commonly up-regulated in prostate cancer, the full range of molecular pathways impacted by dysregulated BRG1 levels and the contribution of these molecular changes to the atypical phenotype of prostate cancer cells remains unclear.

BRG1 has known roles in regulating DNA for temporal gene expression at both promoters and enhancer gene regulatory elements [4, 51–56]. Moreover, BRG1 maintains the epigenetic landscape of a cell at these gene regulatory elements. Specifically, BRG1 has been directly linked to transcriptional output through its recognition of H3K14ac [57–59]. In the absence of H3K14ac, BRG1 is still present at promoters and histones are disassembled from the chromatin; however, transcription is reduced [60]. At enhancers, BRG1 depletion greatly reduces H3K27ac and subtlety reduces H3K4me1, which is correlated with a decrease in chromatin accessibility [53]. BRG1 is also known to mediate inter-chromosomal looping interactions between specific loci such as the *MYC* enhancer and promoter, the alpha-globulin genes, the *IgH* locus and the class II major histocompatibility complex gene locus [24, 61–64]. On a global scale, BRG1 binding has been found at DNA-loop anchors [56] and topological associated domain (TAD) boundaries where it increases their stability [65]. Together, this demonstrates an important role for BRG1 in maintaining chromatin architecture at both local and global levels for transcription regulation.

Here, we dissected the molecular role of BRG1 on the transcriptome in prostate cancer. We confirmed that *SMARCA4* is over-expressed in prostate cancer irrespective of molecular subtype, and identified *SMARCA4* was also over expressed in a panel of prostate cancer cell lines. Depletion of BRG1 in LNCaP prostate cancer cells resulted in a modest effect on global gene transcription with most changes resulting in down-regulated gene expression. Within the cohort of down-regulated genes in BRG1 depleted cells, we identified gene clusters defined by their co-occupancy or independence from the androgen receptor (AR) and Forkhead box A1 (FOXA1) transcription factors, both of which are known BRG1 co-activators [66–68]. Our data revealed that BRG1, AR and FOXA1 co-regulate known prostate cancer genes *KLK2*, *PCAT1* and *VAV3*. Gene ontology analysis further revealed that genes regulated by BRG1 independent of AR and FOXA1 include factors regulating cell cycle and proliferation processes including DNA replication. In agreement, depleting BRG1 promoted G1 arrest resulting in reduced cell proliferation. Cumulatively, the data indicate that BRG1 promotes expression of cellular proliferation factors and cancer-associated genes in prostate cancer cells.

## Results

### *SMARCA4* is over expressed in prostate cancer irrespective of molecular subtype

We first examined the expression of *SMARCA4* in the TCGA [50] prostate normal and cancer cohort. The 486 tumour samples were subset into the seven TCGA categorised molecular subtypes of prostate cancer [50]. These included those with fusion genes involving *ERG* (46%), *ETV1* (8%), *ETV4* (4%) and *FLI1* (1%), or those with mutations in *SPOP* (11%), *FOXA1* (3%) or *IDH1* (1%) [50]. The remaining samples were grouped as ‘other’ (26%). Each subtype exhibited a statistically significant increase in *SMARCA4* expression (*p* < 0.05) with the exception of the ‘FLI1′ subtype (*p* = 0.5899) and ‘other’ (*p* = 0.1899), which both demonstrated a non-significant increase in *SMARCA4* expression (Fig. 1a). Previous work examining *SMARCA4* expression in the TCGA prostate cancer cohort demonstrated that it is also up-regulated irrespective of Gleason score [49]. Therefore, we conclude that at the mRNA level, *SMARCA4* is universally over-expressed in prostate cancer, regardless of clinical grade or molecular subtype.

**Fig. 1:**
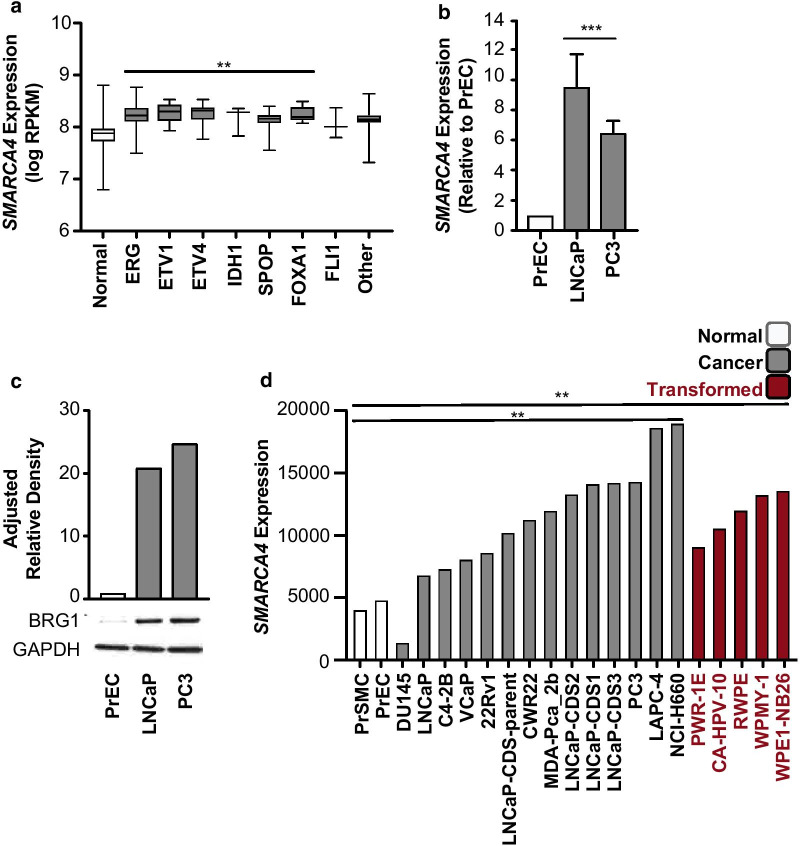
*SMARCA4 *(BRG1) is over expressed in prostate cancer. **a** *SMARCA4* gene expression (logPRKM) in TCGA data (tumours n = 486, normal = 52) with tumour samples separated by molecular subtype defined by the TCGA. *SMARCA4* expression is increased across all groups, with subtypes ERG, ETV1, ETV4, IDH1, SPOP and FOXA1 all significantly up-regulated, one-way ANOVA Dunnett’s multiple comparison correction **p < 0.05. **b** *SMARCA4* gene expression in prostate cell lines normalised to *18S* and relative to PrEC (n = 2). Significance determined by one-way ANOVA with Tukey’s multiple comparison correction ***p < 0.001. Bars denote mean, and error bars are SD. **c** Representative Western blot of BRG1 protein level in prostate cell lines. Quantification above Western blot by adjusted relative density normalised to GAPDH and relative to PrEC. **d** Expression of *SMARCA4* from RNA-seq in prostate cell lines grouped as normal, cancer or transformed. The mean of each group was calculated, and a significance was tested by one-way ANOVA Dunnett’s multiple comparison correction, **p < 0.05

### *SMARCA4* is over expressed in prostate cancer and transformed prostate cell lines

We next examined both BRG1 protein and *SMARCA4* gene expression levels in normal prostate epithelial cells (PrEC) and compared to LNCaP (lymph node metastasis), an androgen-sensitive prostate cancer cell line, as well as PC3 (bone metastasis), an androgen-insensitive prostate cancer cell line. We found that *SMARCA4* gene expression was increased ~ ninefold in LNCaP cells and ~ sixfold in PC3 compared to PrEC (*p* < 0.001; Fig. 1b). Further, the BRG1 protein level was increased ~ 20 and ~ 24 fold, respectively, in each of the prostate cancer cell lines compared to PrEC (Fig. 1c). We compared this to published RNA-seq data of several normal, cancer and transformed prostate cell lines [69]. The mean expression of *SMARCA4* was significantly increased in both the cancer cell lines and the transformed cell lines compared to the normal cells (*p* = 0.0148 and *p* = 0.0353, respectively; Fig. 1d). The exception was DU145 cells that has a known frameshift mutation in *SMARCA4,* resulting in reduced expression [36]. These data show that common prostate cancer cell lines reflect the same pattern of increased BRG1 protein that is observed in prostate tumours compared to normal prostate samples and therefore provides an appropriate model system to explore the functional consequences of BRG1 dysregulation on the transcriptome.

### BRG1 is required for the maintenance of active gene expression

Our previous work has shown that BRG1 occupancy is enriched at active promoter and enhancer gene regulatory elements in LNCaP cells [56]. We therefore hypothesised that BRG1 would play an important role in maintaining the transcriptional profile of these cells. To assess this, we depleted the level of BRG1 protein using two independent siRNAs targeting *SMARCA4* (si-*SMARCA4*-1 and si-*SMARCA4*-2) and performed RNA-seq at 72 and 144 h post-transfection (Fig. 2a). 

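LNCaP is an androgen-responsive cell line derived from a prostate cancer metastasis, and SMARCA4 is the gene that encodes BRG1. RNA-seq was carried out on 12 libraries. At each time point there were 2 libraries of cells given the non-targeting siRNA (si-NT) and 2 libraries for each of the 2 siRNAs against SMARCA4. The 4 libraries of both siRNAs at a time point formed the BRG1 depleted group and were compared with the 2 si-NT libraries of the same time point. The deposited table numbers the siRNAs 2 and 3. Which of these is si-SMARCA4-1 is not stated there, so they are named by the table's numbers. The labels of 1 library at 72 h give both siRNA numbers, which does not affect the BRG1 depleted group.

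The authors added ERCC spike-in RNA to total RNA, made stranded mRNA libraries, aligned paired-end reads to hg19 with STAR, counted them into genes with featureCounts and determined TPM. The deposited values are TPM with 2 decimals for 63568 genes and 92 ERCC spike-ins, and each library sums to between 999999 and 1000001 with the spike-ins included. The ERCC normalisation of counts that the methods describe is therefore not kept in the TPM scale. TPM keeps no read depth, so the depth of each library and its counting error are unknown, and precision was judged from replicates alone. Between 14706 and 15355 genes reached 1 TPM in a library. The spike-ins made up 0.805% to 1.97% of the TPM total, and the 10 most abundant genes 11.7% to 15%.

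From these values, log2(TPM + 1) was fitted with limma over all 12 libraries in 4 groups, for the 16337 genes with at least 1 TPM in at least 2 libraries. Fold changes are on this scale, which understates the change of genes with low values. A gene was counted as differentially expressed at a log2 fold change beyond 1.5 in either direction and a Benjamini-Hochberg adjusted p under 0.05, the limits of the results text. Changes of 1 on the log2 scale were simulated in 200 genes, drawn only from genes above a floor of mean expression. At an adjusted p under 0.05, with no fold change limit, 84.5% were recovered at 72 h and 82% at 144 h. Recovery of genes with low values, and at the limit of 1.5, was not tested. Values of single genes were also compared between 4 BRG1 depleted libraries and all 4 si-NT libraries by a two-sided exact permutation test, whose smallest possible p is 0.0286. Against the 2 si-NT libraries of 1 time point the smallest is 0.133.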

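SMARCA4 (ENSG00000127616.13) lies on chromosome 19 of GRCh37 from 11071608 to 11190102, on the forward strand. At 72 h its expression was 85.2 ± 16.7 TPM (SD, n = 2) in si-NT cells and 19.3 ± 1.75 TPM (SD, n = 4) in BRG1 depleted cells, which was 77.3% lower. At 144 h it was 100.5 ± 8.55 TPM (SD, n = 2) and 15.2 ± 2.63 TPM (SD, n = 4), which was 84.9% lower. Against the si-NT libraries of both time points together (92.9 ± 14.0 TPM, SD, n = 4), expression was 79.2% lower at 72 h and 83.6% lower at 144 h. The log2 fold change was -2.07 at 72 h (standard error 0.16, adjusted p = 0.000538) and -2.66 at 144 h (standard error 0.16, adjusted p = 1.01e-05). With each library left out in turn it stayed between -2.27 and -1.88 at 72 h and between -2.74 and -2.54 at 144 h. The difference between the time points was not significant (-0.58, adjusted p = 0.361). All 4 BRG1 depleted libraries at each time point were below all 4 si-NT libraries (exact permutation test, p = 0.0286). Over the 78 such comparisons made, for 39 genes at both time points, this corresponds to a Benjamini-Hochberg adjusted value of 0.0676, so no single gene passes 0.05 by permutation alone.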

Our RNA-seq data confirmed successful depletion of the *SMARCA4* transcript (~ 80%) at both time points (Fig. 2b). To confirm a decrease in BRG1 function, we performed a Western blot for BRG1 protein levels. We found BRG1 protein levels reduced to ~ 50% of the non-targeting control at 72 h, and to ~ 20% of the non-targeting control at 144 h post-transfection (Fig. 2c, d). We note that there were no significant changes detected in the gene expression of any other SWI/SNF subunit proteins (Additional file 1: Figure 1A). 

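Of 29 other SWI/SNF subunit genes, 25 were expressed above the limit for testing. At 72 h, 0 of the 25 had an adjusted p under 0.05, and 4 had an unadjusted p under 0.05. Their log2 fold changes at 72 h lay between -0.74 and 0.42. At 144 h, 4 of the 25 had an adjusted p under 0.05 (limma), and 10 an unadjusted p under 0.05, with 0 past the log2 fold change limit of 1.5. SMARCA2, which encodes the alternative ATPase BRM, had a log2 fold change of -0.65 (standard error 0.13, adjusted p = 0.00536). ACTL6A changed by -0.52 (standard error 0.12, adjusted p = 0.0111). BCL7C changed by 0.68 (standard error 0.16, adjusted p = 0.0112) and SMARCD3 by 0.38 (standard error 0.11, adjusted p = 0.027). These 4 genes were singled out after their values were seen. As a list, the 25 genes had a median log2 fold change of 0.07 at 72 h and -0.02 at 144 h, and limma's camera test gave adjusted p = 0.446 and 0.526. The number of these genes with an adjusted p under 0.05 at 144 h depended on the processing: it was 0 when TPM was rescaled to the ERCC spike-ins (6 had an unadjusted p under 0.05) and 10 when the si-NT libraries of both time points were combined. In 10 fits that left out 1 library other than the si-NT libraries at 144 h it was between 3 and 7, with 7 reached without replicate 2 of the siRNA numbered 3 at 144 h.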

Further quality assessment of the RNA-seq data through a principal component analysis demonstrated that the samples separated by time-point on the first dimension, accounting for 43.39% of the sample variance (Additional file 1: Figure 1B). 

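A principal component analysis of log2(TPM + 1) over the 16337 genes and 12 libraries gave 29.36% of the variance on the first component and 43.04% on the first 2 together. The 4 si-NT libraries scored between -37.1 and -23.8 on the first component, the BRG1 depleted libraries at 72 h between -3 and 8.3, and those at 144 h between 27.3 and 32.3. Of the variance of these scores, 75.9% lay between si-NT and BRG1 depleted libraries and 10.6% between the time points. The fourth component, with 8.35% of the variance, had the largest share between the time points of the first 4 components, 31.3%. The share on the first component was lowest, at 20.88%, when only the 500 most variable genes were used, and highest, at 31.97%, without replicate 2 of the siRNA numbered 2 at 72 h.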

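At 72 h, 18 genes were down-regulated and 9 up-regulated in BRG1 depleted cells, out of 16337 genes tested with limma. Without the fold change limit, 275 genes had an adjusted p under 0.05, of which 91 were lower and 184 higher. In the 10 fits that left out 1 library other than the si-NT libraries at 72 h, between 14 and 20 genes were down-regulated and between 7 and 9 up-regulated. Without a si-NT library of that time point, 1 control remains and no gene was called. Lowering the log2 fold change limit to 1 gave 45 down-regulated and 33 up-regulated genes. Among genes called at both time points in the same direction, with every BRG1 depleted library beyond both si-NT libraries of its time point, the 5 with the largest mean decrease over both time points included MAB21L4, TM4SF1 and DDC.

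MAB21L4 (ENSG00000172478.13, chromosome 2 of GRCh37 from 241825465 to 241836306) fell from 52.3 ± 21.7 TPM (SD, n = 2) to 7.13 ± 2.78 TPM (SD, n = 4), a log2 fold change of -2.72 (standard error 0.40, adjusted p = 0.0091). TM4SF1 (ENSG00000169908.6) fell from 20.1 ± 9.5 TPM (SD, n = 2) to 3.27 ± 1.45 TPM (SD, n = 4), a log2 fold change of -2.29 (standard error 0.32, adjusted p = 0.00596). DDC (ENSG00000132437.13) fell from 89.1 ± 14.4 TPM (SD, n = 2) to 21.2 ± 1.65 TPM (SD, n = 4), a log2 fold change of -2.02 (standard error 0.22, adjusted p = 0.00175). The up-regulated genes included SOCS2 (ENSG00000120833.9, chromosome 12 from 93963590 to 93977263), which rose from 3.89 ± 0.361 TPM (SD, n = 2) to 15.8 ± 3.8 TPM (SD, n = 4), a log2 fold change of 1.75 (standard error 0.20, adjusted p = 0.0029). The other genes raised at both time points were ENSG00000216775, SYNGR4 and TTR, with log2 fold changes of 2.08, 1.72 and 1.69. For SYNGR4 the value without replicate 2 of si-NT at 72 h was 1.38, under the fold change limit. When only the 6 libraries of the 72 h time point were fitted, 7 genes were down-regulated and 2 up-regulated, and MAB21L4, TM4SF1, SOCS2, SYNGR4 and TTR lost their adjusted p under 0.05. With TPM rescaled to the ERCC spike-ins, which was chosen for single genes after seeing the data, SOCS2 lost it too (adjusted p = 0.0592, and 0.000366 to 0.0653 over its alternatives), at 1.71 relative to the median of all genes against 1.70 on the TPM scale.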

We performed a differential gene expression analysis and identified 169 down-regulated genes and 24 up-regulated genes (logFC > 1.5, FDR < 0.05) at 72 h post BRG1 depletion (Fig. 2e). This increased to 800 down-regulated genes and 174 up-regulated genes by 144 h post-transfection (Fig. 2f). This suggests that the primary role of BRG1 in LNCaP cells is to maintain active gene expression of a subset of genes.

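At 144 h, 66 genes were down-regulated and 114 up-regulated, so 63.3% of the differentially expressed genes were higher in BRG1 depleted cells. With an adjusted p under 0.05 and no fold change limit there were 3983 genes, 1761 lower and 2222 higher. In the 10 fits that left out 1 library other than the si-NT libraries at 144 h, between 58 and 72 genes were down-regulated and between 113 and 132 up-regulated. The direction of the split depended on the scale. When TPM was rescaled to the ERCC spike-ins, 170 genes were down-regulated and 57 up-regulated, so that 25.1% were higher. The spike-ins took 8047 and 13356 TPM in the 2 si-NT libraries at 144 h. They took 10444 to 19657 TPM in the BRG1 depleted libraries at 144 h. ERCC scaling with 1 si-NT library left out was not run, so how far this split rests on 1 library is not known. Rescaling all 12 libraries shifted the median log2 fold change of all genes to -0.11 at 72 h and -0.31 at 144 h. On the TPM scale this median was 0.06 and 0.03. Other fold changes are therefore given on the TPM scale, relative to the rest of the transcriptome. Of 66 fold changes of single genes that were refitted with ERCC scaling, 5 changed direction as they stand and 0 when taken relative to the median of all genes, where the largest move was 0.06. Of the genes called at 144 h on the TPM scale, 137 were protein-coding and 20 were long non-coding RNA genes.

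Across the 16337 genes, the log2 fold changes at 72 h and 144 h had a Pearson r of 0.50; genes are not independent replicates. Of the 275 genes with an adjusted p under 0.05 at 72 h, 270 changed in the same direction at 144 h and 194 changed by more. The change itself differed between the time points for 3 genes with an adjusted p under 0.05, and for 1943 genes with an unadjusted p under 0.05. The 3 genes, named after their values were seen, were MEAF6, NBL1 and SNORD67. Between si-NT cells at 144 h and at 72 h, 0 genes passed both limits, and 671 had an unadjusted p under 0.05.

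**Figure D1:**
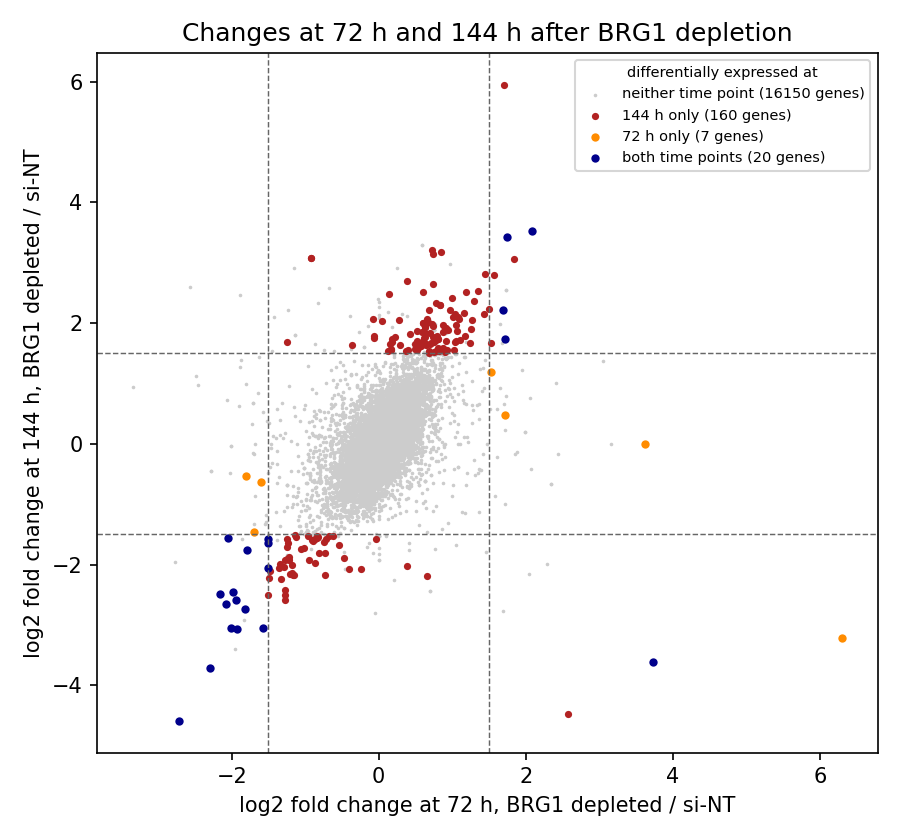
Log2 fold change of BRG1 depleted over si-NT cells at 72 h (x axis) and 144 h (y axis) for each gene tested, with dashed lines at the limit of 1.5. Colours mark 20 genes differentially expressed at both time points, 1 of them in opposite directions, 7 at 72 h only, 160 at 144 h only and 16150 at neither.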

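Each siRNA was also compared with si-NT on its own. At 72 h, 23 genes were down-regulated and 10 up-regulated with the siRNA numbered 2, and 18 and 12 with the siRNA numbered 3. At 144 h the numbers were 69 and 138, and 87 and 128. Called with both siRNAs in the same direction were 18 genes at 72 h and 121 at 144 h, with 0 in opposite directions. The log2 fold changes of the siRNAs had a Pearson r across genes of 0.58 at 72 h and 0.79 at 144 h. Since both comparisons share the si-NT libraries, unchanged groups were simulated against them: in 100 simulations r averaged 0.49 and 0.50 and reached at most 0.56 and 0.57, and at most 1 gene was called with both. The paper reasons from the number of genes that lost or gained expression at each time point after BRG1 depletion (Fig. 2e, f), and proposes from it that BRG1 mainly keeps a subset of genes actively expressed in LNCaP cells.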

**Fig. 2:**
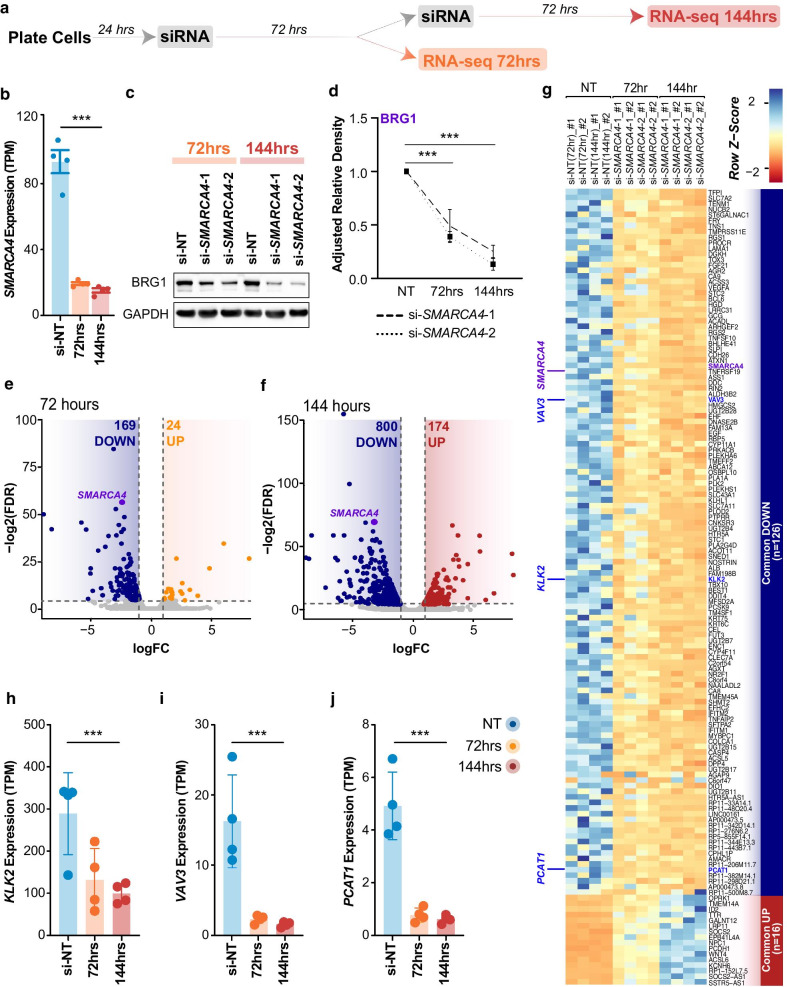
Loss of BRG1 results in a down-regulation of gene expression. **a** Schematic of temporal BRG1 knockdown model used for RNA-seq. Samples were collected at 72hrs (si-NT control, si-*SMARCA4*-1 and si-*SMARCA4*-2) and 144hrs (si-NT, si-*SMARCA4*-1 and si-*SMARCA4*-2) post-siRNA transfection in duplicate for each condition at each time point (n = 2). Cells were transfected with either control siRNA (si-NT) or *SMARCA4* siRNA. **b** *SMARCA4* gene expression in control and post BRG1 depletion in the RNA-seq data, shown as transcripts per million reads (TPM). Control siRNA for 72 and 144 h is shown collectively as si-NT. *SMARCA4* expression is significantly down-regulated at both time points, ***p < 0.0001. Bars denote mean, and error bars are SD. **c** Representative Western blots of BRG1 and GAPDH protein levels at 72 and 144 h post-transfection. **d** Adjusted relative density for BRG1 is calculated relative to GAPDH and normalised to the non-targeting control. Points denote mean, and error bars are SD. **e**, **f** Volcano plots of differentially expressed genes at 72 h and 144 h post-knockdown. Significantly down-regulated genes are blue and significantly up-regulated genes for 72 and 144 h post-knockdown are shown in orange and red, respectively. *SMARCA4* differential expression is highlighted in purple. Expression is shown as normalised log2 counts per million reads. **g** Heatmap illustrating RNA-seq differential gene expression data for up (n = 16) and down (n = 126) regulated genes common to both time points after BRG1 depletion. Expression is represented as the normalised row Z-score of TPM. **h, i, j** *KLK2, VAV3 and PCAT-1* gene expression from the RNA-seq datasets shown as TPM. Bars denote mean, and error bars are SD

### BRG1 does not function in the regulation of alternative splicing

The nucleosome barrier within genes is reported to contribute to alternative splicing, where there is a higher conservation of nucleosomes at the splice sites of constitutive exons compared to skipped exons [70–72]. Since the contribution of BRG1 to alternative splicing regulation is unknown, we investigated whether this may contribute to the BRG1-dependent changes in gene expression. To do this, we performed a multivariate analysis of transcript splicing (MATS; [73–75]) of our entire RNA-seq datasets. After 72 h of BRG1 depletion, MATS pairwise comparison detected a genome wide total of 13 and 11 skipped exons, and 14 and 9 retained introns with si-*SMARCA4*-1 and si-*SMARCA4*-2, respectively (Additional file 1: Figure 1C). At 144 h post BRG1 knockdown, this increased to 240 and 260 skipped exons, and 27 and 26 retained introns with si-*SMARCA4*-1 and si-*SMARCA4*-2, respectively (Additional file 1: Figure 1D). Given the relatively large number of intron–exon junctions within the total LNCaP transcriptome, we conclude that BRG1 does not extensively contribute to alternative splicing as the mechanism for alterations in gene expression. However, we do note that at 144 h post-knockdown, the MATS analysis identified retention of the first intron from the Kallikrein 3 gene, which encodes prostate specific antigen (PSA) (Additional file 1: Figure 1E). This splice variant has previously been reported in LNCaP cells and generates a unique protein from canonical PSA [76]. While PSA has a well-known link to prostate cancer, the function of its alternative splice variant remains unknown.

### BRG1 binding is associated with expression of prostate cancer associated genes

We further examined our RNA-seq datasets to determine which genes showed a significant change in expression at 72 h that was maintained at 144 h. Of the genes that were down-regulated at the 72 h time point, 126 genes (75%) remained down-regulated at 144 h. Similarly, of the up-regulated genes, 16 (67%) remained up-regulated at the extended time point (Fig. 2g). 

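Of the 18 genes down-regulated at 72 h on the TPM scale, 15 (83.3%) were also down-regulated at 144 h, and all 18 had a negative log2 fold change there. By chance 0.0727 genes would be shared, and the overlap had a hypergeometric p of 1.81e-34 across the genes tested, which are not independent. Between 11 and 16 genes were shared in the 8 fits that left out 1 BRG1 depleted library. The setting that moved this number most was an adjusted p under 0.05 with no fold change limit, with 80 shared genes. In the heatmap of genes common to both time points, 113 of the paper's 126 down-regulated gene names could be read (Fig. 2g), and 112 of these were tested. Since the names are incomplete, they are only described. The paper chose these genes for their fall at both time points in these libraries, so the same direction here is not independent evidence. All 112 had a negative log2 fold change at 72 h and 111 at both time points, with medians of -1.09 at 72 h and -1.37 at 144 h. An adjusted p under 0.05 was found for 53 of them at 72 h and 91 at 144 h, and 16 and 44 also passed the fold change limit.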

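Of the 9 genes up-regulated at 72 h, 4 (44.4%) were also up-regulated at 144 h, and 6 had a positive log2 fold change there. The overlap had a hypergeometric p of 2.76e-07, where 0.0628 genes would be shared by chance. The shared genes were ENSG00000216775, SOCS2, TTR and SYNGR4, whose log2 fold changes at 144 h were 3.53, 3.43, 2.22 and 1.74. With ERCC scaling SYNGR4 was at 1.38, under the fold change limit, and at 1.70 relative to the median of all genes. With a pseudocount of 0.1 in place of 1, 20 genes were up-regulated at 72 h and 13 of them at both time points. Of the paper's 16 up-regulated genes common to both time points, 15 names could be read. These too were chosen for their change in these libraries, so their direction is not independent evidence. All 15 had a positive log2 fold change at both time points, with medians of 1.29 at 72 h and 2.22 at 144 h. Of these, 10 had an adjusted p under 0.05 at 72 h and 15 at 144 h, and 2 and 13 also passed the fold change limit.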

Within the down-regulated gene set, we note a number of genes that have previously been associated with increased proliferation in prostate cancer; these include kallikrein 2 (*KLK2*), long non-coding RNA prostate cancer associated transcript 1 (*PCAT1*), Vav guanine nucleotide exchange factor 3 (*VAV3*) [69, 77–84] (Fig. 2h–j). 

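KLK2 (ENSG00000167751.8) lies on chromosome 19 of GRCh37 from 51364824 to 51383823. Its expression fell from 336.1 ± 4.5 TPM (SD, n = 2) in si-NT cells to 131.7 ± 74.8 TPM (SD, n = 4) at 72 h, a log2 fold change of -1.53 (standard error 0.48, adjusted p = 0.151). At 144 h it was 341.18 and 143.21 TPM in the 2 si-NT libraries and 99.4 ± 23.9 TPM (SD, n = 4), a log2 fold change of -1.18 (standard error 0.48, adjusted p = 0.0937). All 4 BRG1 depleted libraries were below both si-NT libraries of their time point, but neither difference passed the adjusted p limit. At 144 h the si-NT value was decided by replicate 2, at 143 TPM, where the other si-NT libraries were between 333 and 341 TPM. Without this library the log2 fold change at 144 h was -1.80, and without replicate 1 it was -0.55. With the si-NT libraries of both time points combined it was -1.48 at 144 h (adjusted p = 0.0131, and up to 0.168 over its alternatives), and the exact permutation test gave p = 0.0857 at 72 h and 0.0286 at 144 h.

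VAV3 (ENSG00000134215.11, chromosome 1 from 108113783 to 108507802) fell from 11.5 ± 1.08 TPM (SD, n = 2) to 2.33 ± 0.576 TPM (SD, n = 4) at 72 h, a log2 fold change of -1.92 (standard error 0.21, adjusted p = 0.00191). At 144 h it fell from 21 ± 6.26 TPM (SD, n = 2) to 1.58 ± 0.36 TPM (SD, n = 4), a log2 fold change of -3.07 (standard error 0.21, adjusted p = 1.43e-05). The long non-coding RNA PCAT1 (ENSG00000253438.2, chromosome 8 from 127568568 to 128431295) fell from 4.00 ± 0.205 TPM (SD, n = 2) to 0.778 ± 0.264 TPM (SD, n = 4) at 72 h, a log2 fold change of -1.50 (standard error 0.18, adjusted p = 0.0029). At 144 h it fell from 5.84 ± 1.24 TPM (SD, n = 2) to 0.628 ± 0.153 TPM (SD, n = 4), a log2 fold change of -2.06 (standard error 0.18, adjusted p = 4.1e-05). PCAT1 is close to the fold change limit at 72 h, where its value ranged from -1.59 to -1.42 with single libraries left out, and was under the limit at -1.42 without replicate 1 of the siRNA numbered 2 at 72 h. With only the 6 libraries of the 72 h time point its adjusted p was 0.0574, the highest over its alternatives (lowest 0.000179). For VAV3 and PCAT1, all 4 BRG1 depleted libraries at each time point were below all 4 si-NT libraries.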

We also examined the panel of prostate cell lines [69] and confirmed that, on average there is elevated expression of these genes in both prostate cancer cells and transformed prostate cell lines compared to normal prostate cells (Additional file 2: Figure 2A). This suggests a role for BRG1 in maintaining the expression of genes associated with prostate cancer proliferation.

We next sought to further explore commonalities in the genes significantly up- or down- regulated at both time points. We used ‘Enrichr’ [85, 86] to determine which transcription factors had enriched binding at the promoters of these genes in existing ChIP-seq datasets. We discovered that the most significantly enriched datasets were for the AR and FOXA1 (Fig. 3a), both of which are important for prostate cancer growth [66, 67, 87–91]. To investigate the potential coordinated function of these transcription factors with BRG1, we compared the ChIP-seq signal of BRG1 [91], AR [87] and FOXA1 [87] at BRG1 genome-wide binding sites in LNCaP cells in basal cell culture conditions. We found the profiles separated into three clusters. Cluster 1 sites displayed strong AR and FOXA1 binding, cluster 2 had moderate AR and strong FOXA1, and cluster 3 had minimal to no signal for AR or FOXA1 (Fig. 3b). Notably we found binding of all three factors at the promoters of BRG1 regulated genes *KLK2* and *PCAT1*, and binding of BRG1 and FOXA1 upstream of the internal 3-prime promoter of *VAV3* (Fig. 3c).

**Fig. 3:**
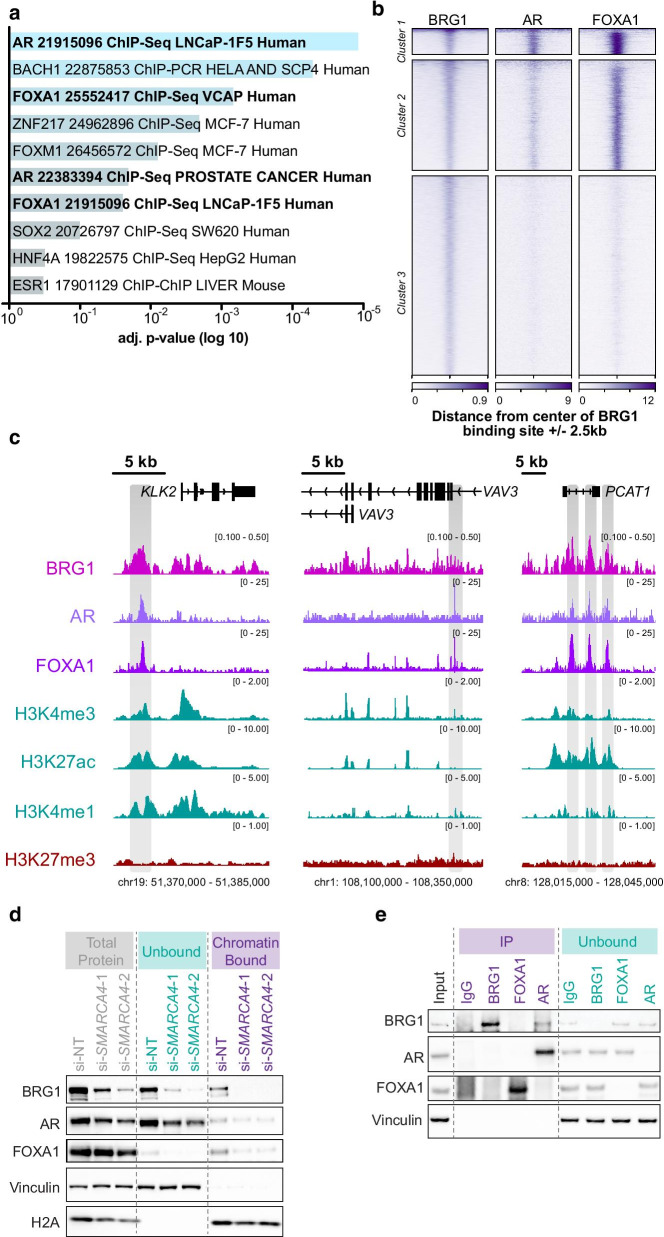
BRG1 regulates genes associated with prostate cancer. **a** Gene set enrichment analysis using ‘Enrichr’ of differentially expressed genes that are common to both time points, showing the adjusted *p* value (log 10, reversed x-axis) of significantly enriched transcription factor ChIP-seq from ChEA curated data (*p* < 0.05). **b** Heatmap of BRG1, AR and FOXA1 ChIP-seq signal at BRG1 binding sites genome-wide in LNCaP cells, ± 2.5 kb from the centre of the binding site. Data are clustered into three groups by k-means. **c** IGV images of the genes *KLK2*, *PCAT-1* and *VAV3*. Grey shaded regions contain ChIP-seq signal peaks for BRG1, AR and FOXA1. **d** Representative Western blot of the abundance of soluble unbound proteins versus chromatin bound in control cells and 144 h post BRG1 depletion (n = 3). Vinculin served as the soluble unbound control and H2A as the chromatin bound control. **e** Representative Western blot of co-IPs for BRG1, AR, FOXA1 and IgG control, alongside the supernatant (unbound fraction) and input representing 1% of the total protein in each sample (n = 3). Samples were collected in basal cell culture conditions in control cells

To investigate the cooperative relationship between BRG1, AR and FOXA1 in regulating gene expression, we depleted BRG1 for 144 h and assessed the abundance of AR and FOXA1 recruited to chromatin using cellular fractionation followed by Western blotting. We found that while the majority of AR was unbound, the small fraction of chromatin bound AR was reduced following BRG1 knockdown (Fig. 3d). Additionally, we found that FOXA1 was considerably depleted from the chromatin after BRG1 loss. 

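FOXA1 (ENSG00000129514.4, chromosome 14 of GRCh37 from 38058757 to 38065264) was expressed at 177 ± 8.84 TPM (SD, n = 2) in si-NT cells and 200.1 ± 27.6 TPM (SD, n = 4) in BRG1 depleted cells at 72 h, and at 181 ± 4.8 TPM (SD, n = 2) and 180.2 ± 17.9 TPM (SD, n = 4) at 144 h. Its log2 fold change was 0.17 at 72 h (standard error 0.12, adjusted p = 0.597) and -0.01 at 144 h (standard error 0.12, adjusted p = 0.966). With ERCC scaling FOXA1 was at -0.03 at 72 h and -0.41 at 144 h (adjusted p = 1 and 0.437, and 0.372 to 1 and 0.437 to 0.972 over the alternatives). Relative to the median of all genes, FOXA1 was at 0.11 on the TPM scale and 0.09 with ERCC scaling at 72 h, and at -0.035 and -0.10 at 144 h. The direction of the FOXA1 difference at 144 h changed with single libraries left out, from -0.05 to 0.04, the latter without replicate 2 of the siRNA numbered 3 at 144 h.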

Our RNA-seq data, as well as total protein levels detected by Western blot, suggest that BRG1 does not significantly alter the overall expression of AR or FOXA1 (Fig. 3d and Additional file 2: Figure 2B-C). Together, suggesting that BRG1 is required for these transcription factors to be loaded onto the chromatin without affecting their overall abundance.

Previous research has shown that BRG1 interacts with AR and FOXA1 in hormone dependent cancers [66, 68, 92, 93]. Therefore, we preformed co-immunoprecipitations (co-IP) to see if this interaction was present in our LNCaP model. We found a modest interaction between AR and BRG1 in the AR co-IP, but no interaction between BRG1 and FOXA1, suggesting that in the basal cell culture conditions used in our model these factors do not interact sufficiently to be detected by co-IP (Fig. 3e). However, given the overlap of the ChIP-seq binding profiles and the fact that BRG1 depletion does not cause concomitant reduction in total AR and FOXA1, we hypothesise that there is either sequential binding of these factors or they are binding in close proximity without directly interacting.

### BRG1 binding is associated with the expression of DNA replication genes

As the majority of significant gene changes occurred at 144 h post-knockdown, we next investigated the gene regulatory networks that were altered at this time point. Gene ontology analysis with Enrichr [85, 86] identified several significant (FDR < 0.05) GO terms pertaining to biological processes, cellular component and molecular function that were all broadly related to the cell cycle for down-regulated genes (Fig. 4a). However, there were no significant common processes related to the up-regulated genes. 

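Gene ontology terms were not analysed here. In their place, lists of S phase and G2/M marker genes, written before the data were examined, were tested with limma's camera and fry tests, with Benjamini-Hochberg adjustment over 11 lists at both time points. At 144 h the 42 S phase genes had a median log2 fold change of -0.80, with 42 of 42 lower in BRG1 depleted cells (camera adjusted p = 8.61e-14, fry adjusted p = 0.0393). Of these, 31 had an adjusted p under 0.05 over all genes and 36 when adjusted over the list alone. The 54 G2/M genes had a median of -0.88, with 53 lower (camera adjusted p = 3.13e-19, fry adjusted p = 0.0315). Of these, 45 had an adjusted p under 0.05 over all genes and 50 when adjusted over the list alone. The individual changes were modest, with the largest decreases at -1.26 and -1.29, so that no gene of either list passed the fold change limit of 1.5 although 42 and 53 of them were lower. At 72 h the medians were -0.11 for both lists (camera adjusted p = 0.00442 and 0.000155), which did not hold under fry (adjusted p = 0.754 and 0.64). Camera was run with a preset correlation between genes of 0.01. With the correlation estimated from the data, which was 0.795 for S phase and 0.693 for G2/M genes, no list passed an adjusted p of 0.05 at either time point. The lists that passed under fry were S phase, G2/M, the MCM genes and the genes of Fig. 4b at 144 h, androgen response at 144 h and amino acid stress at 72 h.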

As BRG1 has previously been shown to interact with cell cycle master regulators, such as Rb and p53 [19, 94–96], we explored the relationship between the cell cycle and BRG1 further in our datasets. We compiled a list of 250 genes related to cell cycle processes, curated from the cell cycle GO terms, and of these examined the top 40 most significantly down*-*regulated genes in this list from our dataset. Of note among the list were several key genes involved in DNA replication initiation such as *CDC6*, *CDT1* and *CDC45*, as well as the Minichromosome Maintenance (MCM) replicative helicase components *MCM2* and *MCM5* (Fig. 4b). 

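In the heatmap of these cell cycle genes, 39 names could be read (Fig. 4b). At 144 h all 39 genes had a negative log2 fold change, with a median of -0.94 and a range of -1.88 to -0.03 (camera adjusted p = 8.07e-19, fry adjusted p = 0.0209). An adjusted p under 0.05 was found for 36 over all genes and for 38 when adjusted over the list alone. The paper chose the genes for their fall in these libraries, so none of these counts and tests is independent evidence. Only EGF, at -1.88, passed the fold change limit of 1.5. At 72 h the median was -0.16, with 36 genes lower and 1 of them with an adjusted p under 0.05 (camera adjusted p = 7.9e-07, fry adjusted p = 0.492). This value was decided by the si-NT libraries at 72 h: without replicate 2 the median was -0.49, and without replicate 1 it was 0.17. At 144 h the median stayed between -1.03 and -0.82 with single libraries left out.

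CDC6 (ENSG00000094804.5, chromosome 17 of GRCh37 from 38444131 to 38460909) was expressed at 44.7 ± 7.0 TPM (SD, n = 2) in si-NT cells and 18.2 ± 3.75 TPM (SD, n = 4) in BRG1 depleted cells at 144 h, a log2 fold change of -1.26 (standard error 0.21, adjusted p = 0.0018). CDT1 (ENSG00000167513.4, chromosome 16 from 88870197 to 88875666) was expressed at 26.5 ± 3.68 TPM (SD, n = 2) and 11.2 ± 3.64 TPM (SD, n = 4), a log2 fold change of -1.21 (standard error 0.24, adjusted p = 0.00426). CDC45 (ENSG00000093009.5, chromosome 22 from 19466980 to 19508135) was expressed at 24.9 ± 0.0849 TPM (SD, n = 2) and 11.9 ± 2.33 TPM (SD, n = 4), a log2 fold change of -1.03 (standard error 0.23, adjusted p = 0.00915). MCM2 (ENSG00000073111.9, chromosome 3 from 127317253 to 127341279) was expressed at 84.8 ± 5.66 TPM (SD, n = 2) and 39.5 ± 7.72 TPM (SD, n = 4), a log2 fold change of -1.10 (standard error 0.19, adjusted p = 0.00207). MCM5 (ENSG00000100297.11, chromosome 22 from 35796127 to 35821424) was expressed at 55 ± 0.269 TPM (SD, n = 2) and 28.8 ± 6.18 TPM (SD, n = 4), a log2 fold change of -0.94 (standard error 0.24, adjusted p = 0.0164). For each of these 5 genes all 4 BRG1 depleted libraries at 144 h were below both si-NT libraries of that time point. The exact permutation test against all 4 si-NT libraries gave p = 0.0286 for CDC6, 0.0571 for CDT1 and CDC45, 0.0286 for MCM2 and 0.0857 for MCM5. At 72 h their log2 fold changes were -0.40, -0.41, -0.34, -0.31 and -0.18, and none had an adjusted p under 0.05. Leaving out replicate 1 of si-NT at 72 h turned CDC45 to 0.06 and MCM5 to 0.22, and left CDC6 at -0.21, CDT1 at -0.17 and MCM2 at -0.06. The fall of each of these genes did not differ significantly between the time points (adjusted p from 0.313 to 0.438).

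**Figure D2:**
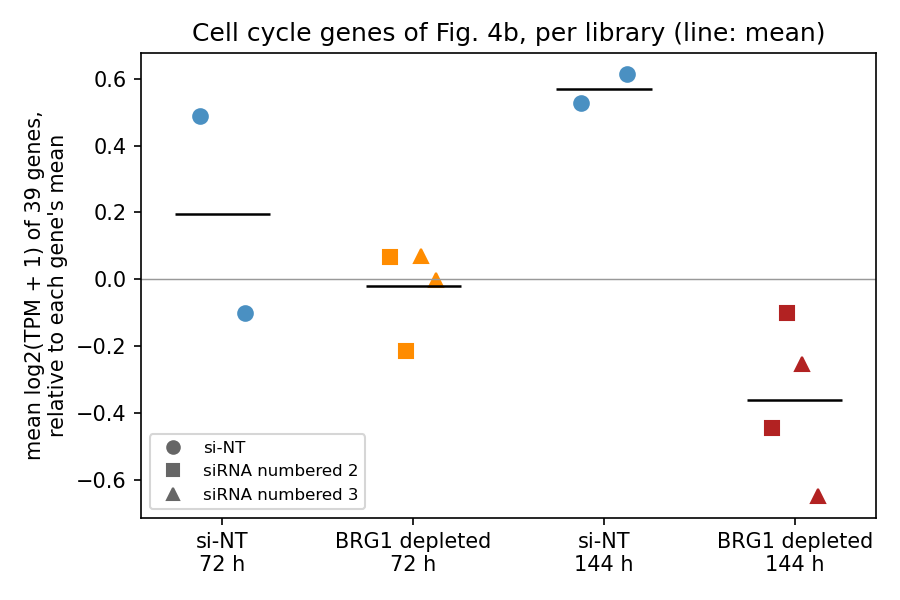
Mean log2(TPM + 1) of the 39 cell cycle genes in each library, relative to each gene's mean over the 12 libraries (y axis), by group (x axis), with a line at the mean of each group and symbols for si-NT and each siRNA. The si-NT libraries at 72 h lie apart at 0.49 and -0.10, those at 144 h at 0.53 and 0.61, and the BRG1 depleted libraries at 144 h between -0.65 and -0.10.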

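At 144 h, 5 of the 6 MCM2-7 genes had an adjusted p under 0.05 (limma). All 6 were lower in each of the 4 BRG1 depleted libraries than in both si-NT libraries of that time point. Against the si-NT libraries of both time points, all 4 BRG1 depleted libraries were below for MCM2 and MCM7 only. For MCM3 and MCM5 2 libraries were below all si-NT libraries, for MCM4 1 and for MCM6 0. MCM7 (ENSG00000166508.13) was expressed at 179 ± 12.1 TPM (SD, n = 2) in si-NT cells and 90.2 ± 14.9 TPM (SD, n = 4) in BRG1 depleted cells, a log2 fold change of -0.99 (standard error 0.17, adjusted p = 0.00236). MCM3 had a log2 fold change of -0.96 (standard error 0.21, adjusted p = 0.00828). MCM4 had a log2 fold change of -0.82 (standard error 0.27, adjusted p = 0.0475), which lost its adjusted p under 0.05 in 6 of 10 fits that left out 1 library, with ERCC scaling (adjusted p = 0.0793) and with the si-NT libraries of both time points combined (adjusted p = 0.122, where its alternatives ran from 0.0276 to 0.122). Relative to the median of all genes MCM4 was at -0.84 on the TPM scale and -0.90 with ERCC scaling. MCM6 had a log2 fold change of -0.58 (standard error 0.21, adjusted p = 0.0678), which passed with only the 6 libraries of the 144 h time point (adjusted p = 0.0179, and 0.00686 to 0.247 over its alternatives). The median of the 6 genes was -0.95 (camera adjusted p = 0.000211, fry adjusted p = 0.0315).

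Of the origin recognition complex genes at 144 h, ORC1 (ENSG00000085840.8) was expressed at 15.2 ± 1.85 TPM (SD, n = 2) in si-NT cells and 6.59 ± 1.84 TPM (SD, n = 4) in BRG1 depleted cells, a log2 fold change of -1.13 (standard error 0.22, adjusted p = 0.00417). ORC6 (ENSG00000091651.4) was expressed at 26.1 ± 1.31 TPM (SD, n = 2) and 13.7 ± 2.37 TPM (SD, n = 4), a log2 fold change of -0.89 (standard error 0.21, adjusted p = 0.0106). ORC2 and ORC4 had log2 fold changes of -0.36 and -0.27 (adjusted p = 0.13 and 0.154), and ORC3 and ORC5 of -0.02 and -0.00 (adjusted p = 0.925 and 0.993). The 6 genes together had a median of -0.31 (camera adjusted p = 0.0318), which did not hold under fry (adjusted p = 0.0554). At 72 h no MCM2-7 or ORC gene had an unadjusted p under 0.05, with log2 fold changes from -0.31 to 0.08. Their direction at 72 h rested on the si-NT libraries: without replicate 1 of si-NT at 72 h, MCM3, MCM4, MCM5, MCM6 and MCM7 were higher in BRG1 depleted cells, by 0.17, 0.33, 0.22, 0.53 and 0.06. ORC2, ORC3, ORC5 and ORC6 were then higher by 0.11, 0.27, 0.06 and 0.11. MCM6, at 0.04 at 72 h on the TPM scale, was at -0.03 with median-of-ratios scaling, at -0.01 with quantile normalisation and at -0.15 with ERCC scaling, where ORC3 went from 0.08 to -0.10. Relative to the median of all genes neither changed sign with ERCC scaling: MCM6 was at -0.015 on the TPM scale and -0.036 with ERCC scaling, and ORC3 at 0.029 and 0.014.

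**Figure D3:**
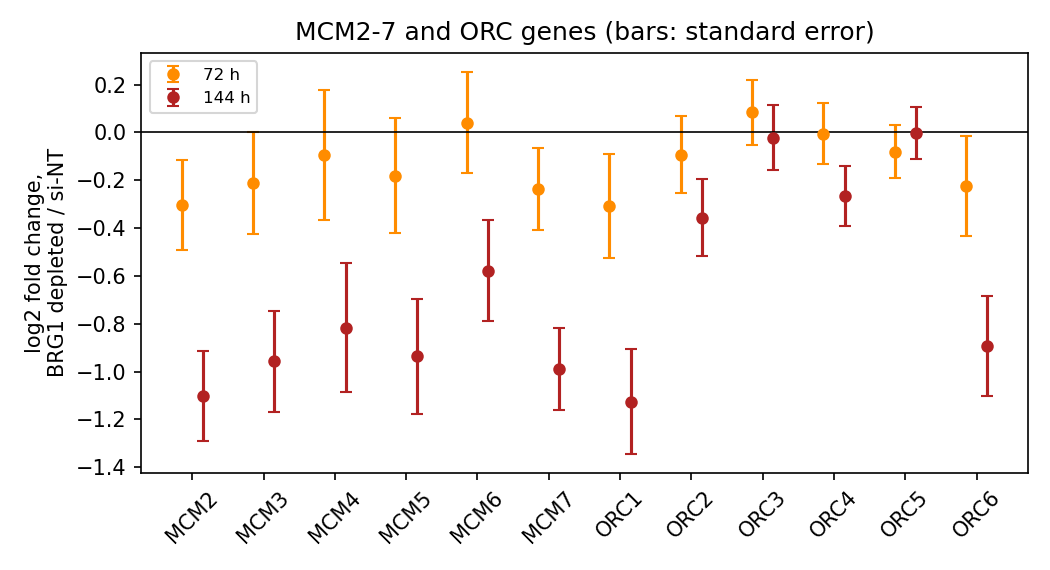
Log2 fold change of BRG1 depleted over si-NT cells (y axis) for each MCM2-7 and ORC gene (x axis) at 72 h and 144 h, with bars for the standard error. At 144 h the MCM2-7 genes lie between -1.10 and -0.58, while ORC3 and ORC5 stay near 0 at -0.02 and -0.00; at 72 h the signs of most of these genes rested on 1 si-NT library. MCM6 lies near 0 at 72 h, with a sign that changed with scaling, and relative to the median of all genes neither MCM6 nor ORC3 changed sign with ERCC scaling.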

To investigate if the effect on replication initiation gene expression was more widespread, we reviewed the gene expression of the other components in the MCM2-7 replicative helicase and the origin recognition complex (ORC) and found that several of these genes were also down-regulated (Fig. 4c, d). We confirmed the down-regulation of MCM5, CDC6 and ORC6 via Western blot, along with cell cycle regulator CHK1, which revealed almost undetectable expression by 144 h post BRG1 knockdown (Fig. 4e, f).

**Fig. 4:**
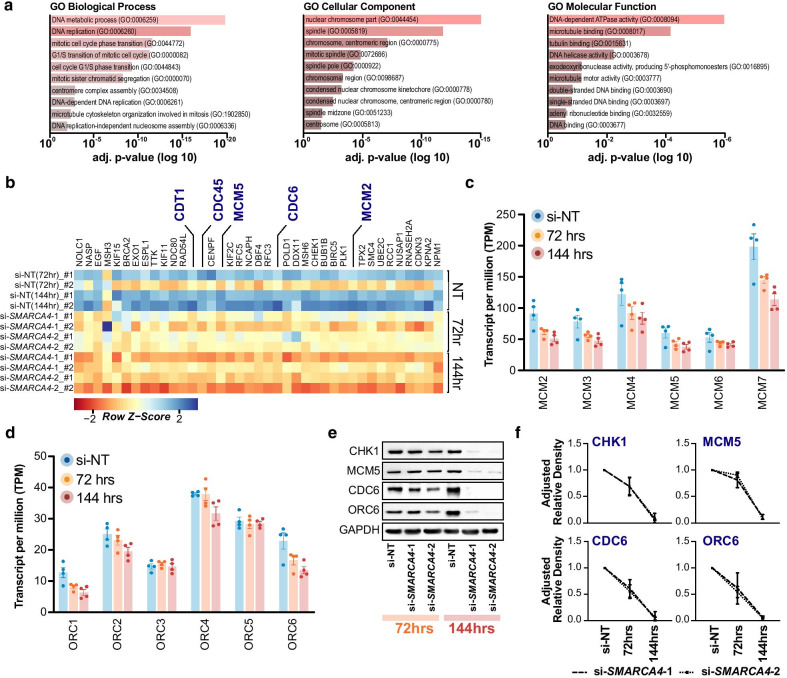
BRG1 regulates genes involved the cell cycle. **a** Gene set enrichment analysis using ‘Enrichr’ of down-regulated genes at 144 h post BRG1 knockdown. Enriched GO terms are classified as biological processes, cellular component or molecular function. Adjusted p value (log 10, reversed x-axis) of the 10 most significant GO terms is shown. **b** Heatmap of gene expression profiles from the top 40 differential cell cycle genes after BRG1 depletion. Expression is shown as the normalised row Z-score of transcripts per million reads (TPM), with blue indicating higher expression and red indicating lower expression. Genes involved in DNA replication initiation are indicated in blue. **c**, **d** Gene expression from RNA-seq (TPM), of the MCM2-7 helicase components (top) and the origin of replication complex (ORC) subunits (bottom). Bars denote mean, and error bars are SD. **e** Representative Western blot showing protein levels of replication initiation genes MCM5, CDC6 and ORC6, along with CHK1, after 72 and 144 h post BRG1 depletion. **f** Quantification of Western blots demonstrating adjusted relative density to GAPDH (n = 2). Error bars are SD

We investigated whether AR and FOXA1 were also colocalised with BRG1 at DNA replication genes. We examined the ChIP-seq binding profiles of AR, FOXA1 and BRG1 at the promoters of 91 DNA replication genes (determined from the DNA replication GO terms) that were expressed in LNCaP cells. We found that promoters of DNA replication genes containing the active histone marks H3K4me3 and H3K27ac also displayed a weak BRG1 ChIP-seq signal, but were completely absent of AR and FOXA1 ChIP-seq signal (Additional file 3: Figure 3A), for example at the promoters of *CDC45*, *ORC6* (Additional file 3: Figure 3B). Additionally, we also note this pattern at a putative enhancer region within the *MCM2* gene (Additional file 3: Figure 3B). Our data suggest that BRG1 binding is associated with the expression of DNA replication genes in prostate cancer cells that is independent of AR and FOXA1.

### BRG1 depletion reduces proliferation

Given BRG1 regulates several genes involved in proliferation and replication; we next asked if BRG1 depletion would alter cell cycle progression in LNCaP cells. We investigated this utilising the same siRNA-mediated approach to target BRG1 by depleting *SMARCA4* and conducted flow cytometry cell cycle analysis at 72 and 144 h post-knockdown. We detected an increase of cells in G1 at 72 h, which was enhanced by 144 h. Specifically, at 144 h post BRG1 depletion there was ~ 20% increase of cells in G1 and equivalent loss of cells in S phase (Fig. 5a, b). To confirm the increase in G1 population was indicative of a reduction in proliferation, we tracked the growth of LNCaP cells stably transformed with H2B-tagged mCherry using live cell imaging. We counted nuclei based on H2B–mCherry fluorescence and found that the controls cells continued to proliferate across the entire time course which we extended to 216 h from the point of siRNA transfection (Fig. 5c). However, the growth of the BRG1 depleted cells began to slow from ~ 48 h post-knockdown and showed no increase in the number of nuclei from 72 h until the end of the time course (Fig. 5c). Moreover, Western blot of mitosis markers Cyclin A2 and phosphorylation of Serine10 on H3 was significantly reduced at 144 h post BRG1 depletion (Fig. 5d, e).

**Fig. 5:**
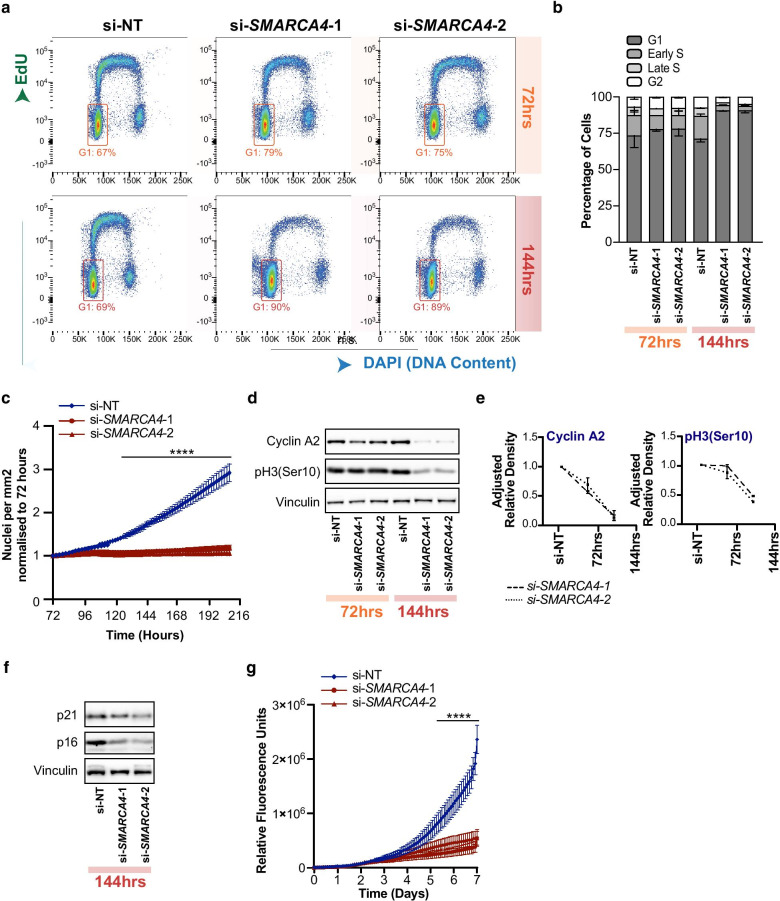
BRG1 depletion reduced proliferation. **a** Representative flow cytometry scatter of DAPI (x-axis) and EdU (y-axis) fluorescence intensity at 72 and 144 h post BRG1 knockdown. G1 cells are shown by boxed gate. **b** Percentage of cells in each phase of the cell cycle from flow cytometry data, error bars show standard deviation (n = 2). Error bars show SD. **c** Fold change of nuclei count per mm^2^ from 72 to 216 h after BRG1 knockdown, normalised to 72 h (n = 3). A significant difference was identified from 128 h until the end of the time course. Significance was determined by one-way ANOVA, with Dunnett’s multiple correction where **** = *p* < 0.0001 for si-NT versus si-*SMARCA4*-1 and si-NT versus si-*SMARCA4*-2. **d** Representative Western blot showing protein levels of mitosis markers Cyclin A2 and pH3 (Ser10) 72 and 144 h post BRG1 depletion. **e** Quantification of Western blots demonstrating adjusted relative density to Vinculin (n = 3). Error bars are SD. **f** Representative Western blot of senescence markers p21 and p16 at 144 h post BRG1 depletion (n = 3). **g** Relative fluorescence units of caspase-3 activity determined from live-cell imaging over the course of 7 days from siRNA transfection. A significant difference was detected between the si-NT cells and BRG1 depleted cells from 128 h until the end of the time course. Significance was determined by one-way ANOVA, with Dunnett’s multiple correction where **** = *p* < 0.001 for si-NT versus si-*SMARCA4*-1 and si-NT versus si-*SMARCA4*-2

We investigated putative mechanisms underlying reduced proliferation in BRG1 depleted cells. Western blots of senescence regulators p21 and p16 showed no increase at 144 h post BRG1 knockdown, indicating that senescence was not activated (Fig. 5f). We also monitored the activity of caspase 3 in live fluorescence imaging as an apoptosis readout. LNCaP cells were monitored for 24 h before treatment with a combination of 50 µg/ml of tumour necrosis factor-α (TNFα) and 100 nM of SM164 to induce apoptosis, or 2 µM of the DNA polymerase inhibitor aphidicolin to induce S-phase arrest. As expected, TNFα and SM164 induced apoptosis within 24 h (Additional file 4: Figure 4A). Apoptosis was also observed in untreated or control siRNA transfected cells starting at four days in culture (Fig. 5g, Additional file 4: Figure 4A). However, aphidicolin treatment or BRG1 depletion suppressed the delayed apoptosis (Fig. 5g, Additional file 4: Figure 4A). Our RNA-seq data demonstrate that BRG1 depleted cells maintain caspase 3, caspase 8 and caspase 9 expression (Additional file 4: Figure 4B), indicative of an intact apoptosis pathway. 

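CASP8 (ENSG00000064012.17, chromosome 2 of GRCh37 from 202098166 to 202226559) was expressed at 19.8 ± 4.08 TPM (SD, n = 2) in si-NT cells and 19 ± 5.0 TPM (SD, n = 4) in BRG1 depleted cells at 72 h, and at 20.8 ± 1.2 TPM (SD, n = 2) and 15 ± 2.58 TPM (SD, n = 4) at 144 h. Its log2 fold changes were -0.07 at 72 h (adjusted p = 0.921) and -0.46 at 144 h (adjusted p = 0.135). At 72 h the siRNA numbered 2 gave 26.5 TPM of CASP8 in replicate 2, where the other BRG1 depleted libraries had 16.3 to 16.7 TPM. CASP8 at 72 h changed direction to 0.13 without replicate 2 of si-NT. CASP9 (ENSG00000132906.13, chromosome 1 from 15817327 to 15853029) rose from 8.68 ± 0.233 TPM (SD, n = 2) to 11.5 ± 1.57 TPM (SD, n = 4) at 72 h, and from 7.91 ± 0.0141 TPM (SD, n = 2) to 12.7 ± 1.1 TPM (SD, n = 4) at 144 h. Its log2 fold change was 0.36 at 72 h (standard error 0.12, adjusted p = 0.191) and 0.62 at 144 h (standard error 0.12, adjusted p = 0.00507). All 4 BRG1 depleted libraries at each time point had more CASP9 than all 4 si-NT libraries (exact permutation test, p = 0.0286). With the si-NT libraries of both time points combined, CASP9 also passed at 72 h, at 0.42 (adjusted p = 0.0263, and up to 1 over its alternatives). With ERCC scaling CASP9 was at 0.25 at 144 h and lost its adjusted p under 0.05 (adjusted p = 0.634, and down to 0.00133 over its alternatives). Relative to the median of all genes it was at 0.59 on the TPM scale and 0.57 with ERCC scaling.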

The most likely interpretation of these data is that culture crowding in untreated or control siRNA cells becomes lethal, and that slowing proliferation with BRG1 depletion or aphidicolin rescues apoptosis induction. Therefore, neither apoptosis nor senescence was responsible for reduced proliferation in BRG1 depleted cells. We anticipate the observed reduction in proliferation stems from a failure to initiate replication, consistent with down-regulated CDC6, ORC5 and MCM proteins.

## Discussion

Here, we examined the involvement of the SWI/SNF chromatin remodeller BRG1 and its associated encoding gene *SMARCA4* in prostate cancer transcriptional deregulation. We found that over expression of *SMARCA4* commonly occurs in both the TCGA prostate cancer cohort, irrespective of tumour subtype, and in a panel of prostate cancer cell lines. We also found that knockdown of the *SMARCA4* gene, and consequently the BRG1 protein, results in down-regulation of pro-proliferative transcriptional pathways. These included genes already known to promote prostate cancer proliferation, as well as cell cycle and DNA replication genes. Reduction of gene expression in these pathways was concomitant with G1 arrest. Taken together, our results provide new insights into BRG1′s contribution to transcriptional patterns relating to proliferation in prostate cancer.

We have demonstrated that *SMARCA4* mRNA over expression is a universal feature of prostate cancer. Clinical datasets have shown that BRG1 protein levels are over-expressed in prostate cancer, in the absence of consistent significant deleterious genetic mutations evident in *SMARCA4* [42, 44–46]. Using the large prostate cancer cohort from TCGA [50], we found that *SMARCA4* was significantly over-expressed. Consistent with this, *SMARCA4* expression was increased in a panel of both prostate cancer and transformed cell lines. These data emphasise that the overall increased expression of *SMARCA4* is a characteristic of prostate cancer, irrespective of subtype.

BRG1 depletion followed by RNA-seq revealed multiple transcriptomic alterations that were regulated by BRG1 and related to proliferation. BRG1 depletion primarily resulted in the down-regulation of BRG1′s target genes, indicating that the main role of BRG1 is to promote active gene expression. Within the down-regulated genes were genes associated with increased proliferation in prostate cancer including *KLK2*, *PCAT-1* and *VAV3*. KLK2 is a known activator of PSA, which is an important biomarker of prostate cancer, and associated with decreased apoptosis [77, 84]. *PCAT-1* promotes proliferation through the oncoprotein Myc [69, 81], while VAV3 regulates AR activity to stimulate growth in prostate cancer [78–80, 82]. Both *PCAT-1* and VAV3 are correlated with disease progression. Through an analysis of gene ontologies, we also found several cell cycle gene pathways were down-regulated with BRG1 depletion. This included numerous genes involved in DNA replication, which were among the most significantly down-regulated genes following BRG1 depletion. BRG1 is known to have a role in driving self-renewal and malignancy in B-cell acute lymphoblastic and acute myeloid leukaemias, cancers which also have over expressed BRG1 [22, 24]. Specifically, these leukaemias require high levels of BRG1 for de-condensation of the cell-specific *MYC* enhancer. In these cancers, a loss of BRG1 causes a reduction of enhancer–promoter interactions, reduced transcription factor occupancy and DNA looping which in turn reduces *MYC* expression [24]. This implies that the overexpression of BRG1 contributes to driving oncogenic transcriptional programmes which influence the proliferation capacity of cancer cells.

Our data revealed that BRG1 co-regulates the promoters of proliferation associated genes (*KLK2*, *PCAT-1* and *VAV3*) along with AR and FOXA1, and that these genes become down-regulated across our experimental time course of BRG1 depletion. Co-regulation of transcription by AR and FOXA1 in prostate cancer is associated with reprogrammed binding of AR and oncogenic patterns of gene expression that are essential for AR-driven proliferation [92, 97]. Additionally, there is a high overlap of these reprogrammed AR binding sites between LNCaP cells and primary prostate tumour tissue [97]. Here, we have shown BRG1 gene regulation overlaps with these transcription factors at gene promoters, which is concomitant with expression of prostate cancer associated genes. We also demonstrated that depletion of BRG1 affects the level of chromatin binding for both AR and FOXA1. However, we did not find significant direct interaction by co-IP. This differs from direct interactions between these proteins observed others in previous works [66, 68, 92, 93] likely due to different experimental approaches. For example, we have investigated BRG1 interactions in basal cell culture conditions, while for example, Stelloo et al. [92] looked at AR interactions in the presence of synthetic androgens.

It is noteworthy that BRG1 depletion altered the expression of DNA replication genes through a mechanism that appears independent of AR and FOXA1, suggesting that BRG1 has additional roles in other gene regulatory networks. As BRG1 is known to regulate cell cycle genes in other cancers, such as in leukaemia [24] and breast cancer [98], we speculate it is possible that regulation of cell cycle and DNA replication genes may be a general feature of BRG1 over expression in cancer, while genes co-regulated by BRG1, AR and FOXA1 are important in a prostate cancer context.

## Conclusions

In summary, our data identify fundamental role for BRG1 in maintaining active transcription for proliferation of prostate cancer cells. We find that BRG1 promotes gene expression in prostate cancer models with varying degrees of dependence on AR and FOXA1. BRG1 is required to drive the expression of numerous prostate cancer specific genes in an AR/FOXA1 dependant manner, but also works independently to drive the expression of pro-proliferative and DNA replication genes. These results provide important functional information regarding the role of BRG1 controlling proliferation in prostate cancer cells.

## Materials and methods

### Cell culture and siRNA transfection

Normal prostate epithelial cells (PrEC) (Cambrex Bio Science, CC-2555) were cultured in PrEBM (Clonetics, CC-3165) according to the manufacturer’s protocol. Briefly, PrEC cells were seeded at 2500 cells per cm^2^ and medium was replaced every two days. Cells were passaged at approximately 80% confluence. To passage a T75 flask, PrEC cells were rinsed in 6 ml Hanks balanced salt solution (Thermo Fisher Scientific, 14025076) then detached with 2 ml pre-warmed 0.025% trypsin–EDTA and incubated at room temperature for 5 min. Trypsin was inactivated with 12 ml of trypsin-neutralising solution (Clonetics, CC-5002), and cells were centrifuged at 300×*g* for 5 min. The supernatant was aspirated, and the cell pellet was re-suspended in PrEBM. The number of cells was determined on the Countess automated counter and was re-seeded at the appropriate density based on experimental needs. Cells were discarded after ~ 16 population doublings.

PC3 cells (ATCC, CRL-1435) were maintained in RPMI medium (Gibco, 11875-093) with 10% FBS, 11 ml of 1 M HEPES (Gibco, 15630080) and Pen/Strep. LNCaP cells (ATCC, CRL-1740) were cultured using custom T-Medium from Gibco (DMEM low glucose (GIBCO, 31600-034), Kaighn’s modified F-12 medium (F-12 K, 211227-014), insulin 500 × bovine pancreas (Sigma I1882), T3 6.825 ng/ml Tri-iodothyronine (Sigma-Aldrich, T5516), Transferrin 500× (Sigma-Aldrich, T5391), Biotin 500× (Sigma-Aldrich, B4639), Adenine 500× (Sigma-Aldrich, A3259)). Both prostate cell lines were cultured under recommend conditions; 37 °C with 5% CO_2_. When the cells reached ~ 80% confluence they were passaged or seeded as per experimental requirements. For siRNA transfection, LNCaP cells were seeded into 6-well plates at a density of 2.5 × 10^5^ cells per well or 10 cm dishes at 1.5 × 10^6^ cells per dish. The cells were transfected with either on target *SMARCA4* siRNA (Horizon, J-010431-06-0005 [si-*SMARCA4*-1] or J-010431-07-0005 [si-*SMARCA4*-2]) or the non-targeting control siRNA pool (Horizon, D-001810-10-05 [si-NT]) 24 h after seeding the cells using DharmaFECT 2 (Thermo Scientific, T-2002-03) as per the manufacturer’s instructions. To maintain the knockdown over a 6-day period, at 72 h post-transfection the cells were harvested, split at a ratio of 1:2 into two new wells and reverse-transfected with siRNA. The cells were then incubated for a further 72 h before collection.

### Viral transduction and selection of H2B–mCherry LNCaP cells

Replication incompetent lentiviral particles were produced by transfecting the pLXSN-H2B–mCherry plasmid (kindly provided by A. J. Cesare) into Phoenix cells and collecting the supernatant after 48 h. LNCaP cells were seeded into 6-well plates in antibiotic free media at 2 × 10^5^ cells per well. After 24hrs, 2 mL of viral supernatant, mixed with fresh media at 1:1 ratio, was added to the cells. This was replaced with fresh media after 24 h and the cells were allowed to recover for a further 24 h before checking for the presence of mCherry fluorescence. mCherry positive cells were selected for with 600 μg/ml of G418 (Sigma-Aldrich, A1720). Cells were monitored for cell death and media replaced and cells passaged as necessary. After 7 days, G418 was reduced to 50%; the cells were maintained in G418 for live cell imaging experiments.

### Growth assay

siRNA knockdown was performed as described for LNCaP cells containing the stable expression of mCherry–H2B fusion protein. At the point of siRNA transfection, the cells were placed in the Incucyte live cell imaging system (Sartorius). Images were taken every 2 h for 216 h with 16 images captured per well of a 6-well plate. The mean score each of the 16 photos per well was reported as the number or nuclei per mm^2^. Relative fold change was calculated by the difference between 0 h and each two-hour window up to 72 h and then after re-seeding the cells between 72 h and each two-hour window until the end pf the time course. A significant change was calculated by one-way ANOVA, with each BRG1 on-target siRNA compared to the non-targeting control. The results were corrected for multiple comparisons with Dunnett’s test. A significant change is defined as ****p < 0.0001*.*

### Caspase-3 apoptosis assay

LNCaP cells were seeded in a 96-well plate at 4000 cells per well, with up to 8 technical replicates per condition. After 24hrs, all cells were treated with NucView Caspase-3 Enzyme Substrate 488 (Biotium, 10402), and appropriate wells also treated with siRNA as described above, then placed in the Incucyte live cell imaging system (Sartorius). One image per well was taken every 2 h for 7 days. After 24 h in the Incucyte, the positive control cells were treated with either 50 µg/ml of TNFα (Sigma-Aldrich, H8916) + 100 nM of SM164 (Selleckchem, S7089), or 2 µM of Aphidicolin (Sigma-Aldrich, A0781). Integrated fluorescence intensity was calculated within the Incucyte Zoom software using the summed pixel intensity in calibrated units (CU) to determine the relative fluorescence units per image with the follow equation; CU x µm^2^/image. A significant change was calculated by one-way ANOVA, with each BRG1 on-target siRNA compared to the non-targeting control. The results were corrected for multiple comparisons with Dunnett’s test. A significant change is defined as ****p < 0.0001*.*

### Quantitative real-time PCR (qRT-PCR)

RNA was extracted with TRIzol reagent (Thermo Scientific, 15596026), according to the manufacturer’s protocol. Extracted RNA was re-suspended in 30 μl of nuclease-free water and quantified on the NanoDrop spectrophotometer (Thermo Scientific). cDNA synthesis was carried out with 500 ng of RNA using the SensiFAST cDNA Synthesis Kit (Bioline, BIO-65054) according to the manufacturer’s instructions.

qRT-PCR was carried out on the CFX384 Touch Real-Time PCR Detection System (Bio-Rad). A master mix was made for each qRT-PCR target containing 5 μl of KAPA Universal SYBR Fast PCR mix (KAPA Biosystems, KK4602), 0.6 μl of 5 μM forward primer, 0.6 μl of 5 μM reverse primer and 1.8 μl of nuclease-free water per reaction. Reactions conditions were 95 °C for 3 min, followed by 45 × cycles of 95 °C for 3 s and 60 °C for 30 s, then a melt curve analysis (65–95 °C, increasing at a rate of 0.5 °C every 5 s). Primers to detect *SMARCA4* were CAGAACGCACAGACCTTCAA (forward) and TCACTCTCCTCGCCTTCACT (reverse) and for detection of *18S* GGGACTTAATCAACGCAAGC (forward) and GCAATTATTCCCCATGAACG (reverse). Relative gene expression was calculated using ddCt and normalised to *18S*. A significant change in gene expression of *SMARCA4* between PrEC, LNCaP and PC3 cells was determined by one-way ANOVA and corrected with Tukey’s test for multiple comparisons.

### Western blot

Whole-cell lysates were collected with lysis buffer (50 mM HEPES, 150 mM NaCl, 10% Glycerol, 1% Triton-X-100, 1.5 mM MgCl_2_, 1 mM EGTA, 10 mM Pyrophosphate, 100 mM NaF, Roche protease inhibitor cocktail 1×), and protein level quantified using the Pierce BCA Assay Kit (Thermo Scientific, 23227) according to the manufacturer’s instructions. Sample reducing agent (Thermo Scientific, NP0004), loading buffer (Thermo Scientific, NP0007) and 10 μg protein were combined with water to a final volume of 25 μl. Protein samples were heated at 90 °C for 5 min then allowed to cool to room temperature. Protein samples were loaded on a NuPage Novex Bis–Tris 4–12% gel (Thermo Scientific, NP0321BOX) and electrophoresed at 100 V for 1.5 h in a 1 × MOPS buffer (50 mM MOPS (Biochemicals Astral Scientific, BIOMB03600, 50 mM Tris base, 0.1% SDS, 1 mM EDTA [pH 7.7]). Proteins were transferred to a polyvinylidene fluoride membrane (Bio-Rad, 1620177) at 30 V for 1 h using 1 × transfer buffer (25 mM Tris base, 192 mM Glycine [pH 8.3]) with 10% methanol (Sigma-Aldrich, 322415). Membranes were blocked for 1 h with 5% skim milk in TBS-T (20 mM Tris, 150 mM NaCl, 0.1% Tween 20 [pH 7.6]) at 4 °C. Primary antibodies used were BRG1 (Santa Cruz, sc-10768X), GAPDH (Ambion, AM4300), CHK1 (CST, 2360S), ORC6 (CST, 4737S), CDC6 (CST, 3387S), MCM5 (abcam, ab17967), AR (CST, D6F11), FOXA1 (CST, E7E8W), Vinculin (Sigma-Aldrich, V9131), H2A (CST, 12349S), p21 (CST, 2947S), p16 (CST, 92803S), Cyclin A2 (Abcam, ab181591) and pH3(Ser10) (CAT, 3377S). Primary antibodies were incubated on samples overnight at 4 °C with rotation. The membrane was then washed three times for 10mins each in TBS-T with rotation. Secondary antibodies goat anti-mouse (Santa Cruz, sc-2005) and goat anti-rabbit (Santa Cruz, sc-2004) were diluted in TBS-T containing 5% skim milk and incubated at 4 °C with rotation for 1 h. The membrane was washed three times for 10 min in TBS-T. The membrane was then covered with ECL solution (Perkin Elmer, NEL104001EA), incubated for 1 min at room temperature, and visualised by X-ray film or digitally imaged on the Bio-Rad ChemiDoc MP Imaging System (Bio-Rad). Adjusted relative density calculations were processed through ImageJ [99, 100].

### Chromatin fractionation

LNCaP cells were treated with siRNA as described above for 144 h. Cells were collected and resuspended in CSK buffer (10 mM Hepes–KOH [pH7.4], 100 mM NaCl, 3 mM MgCl^2^ and 0.5% Triton-X-100, freshly supplemented with 1 mM DTT and 1 × protease inhibitor cocktail). Cell suspensions were incubated for 5 min on ice and then centrifuged at 1500×*g* for 4 min at 4 °C. Supernatants containing the cytoplasmic and nuclear unbound soluble proteins were transferred to a fresh tube and frozen at − 80 °C. The pellet containing the chromatin bound proteins was washed in CSK buffer minus Triton-X-100. The pellet was then resuspended in CSK buffer. The pellet was then resuspended in CSK buffer with 0.1% triton-X-100 and chromatin bound proteins release through sonication with two rounds of 10 cycles (30 s on, 30 s off) in the Biorupter. Fractions were validated with Western blot of Vinculin (soluble/unbound) and H2A (chromatin bound).

### Co-immunoprecipitation (co-IP)

LNCaP cells were lysed with 0.5 ml of non-denaturing lysis buffer (20 mM Tris–HCl [pH 8.0], 137 mM NaCl, 1% IGE-PAL, 2 mM EDTA, 1:100 Benzonase), plus 1:10 phosSTOP/PIC on ice for 10 min. The cell suspension was mechanically dissociated by drawing it through a 27 G syringe to break apart the nuclei. Cell lysates were then centrifuged at 13,000×*g* for 15 min at 4 °C to pellet debris. The supernatant was transferred to a new tube and quantified with the BCA assay (Thermo Fisher, 23225). Protein A/G beads (Thermo Fisher, 88802) were washed three times in lysis buffer; then, protein lysates were then pre-cleared with 20 μl of the washed beads for 30 min at 4 °C. Protein lysates were then transferred to a new tube, and 0.5 g of appropriate antibody was added to each lysate (BRG1, Santa Cruz, sc-10768X; AR, CST, D6F11; FOXA1 CST, E7E8W, Mouse IgG isotype control, Thermo Fisher, 31903), and incubated for 2 h at 4 °C. Following this, 50 μl of prewashed A/G beads was combined with each sample and incubated for a further 30 min at 4 °C with shaking. The protein–antibody–bead complexes were then washed three times in cold non-denaturing lysis buffer. Proteins were then eluted in 40 μl of 2 × LDS buffer and frozen at − 20 °C. Detection of proteins that immunoprecipitated with the target was performed by Western blot, which was run with the input which represents 1% of the total protein in the co-IP.

### Flow cytometric cell cycle analysis

LNCaP cells were seeded at 1.5 × 10^6^ cells per 10 cm dish and transfected with siRNA as described. At 72 and 144 h post-transfection, the cells were treated with 10 μM EdU (Sigma-Aldrich, 900584) for 30 min. Remaining EdU was washed off the cells with PBS before harvesting cells, and then, 1 × 10^6^ cells were fixed in 70% ethanol and frozen at − 20 °C. Cells were then diluted 1 in 4 with PBS then pelleted and re-suspended in 1 ml of PBS containing 1% BSA (Sigma-Aldrich, A2058). Cells were again pelleted, re-suspended in 500 μl of click reaction mix (10 μM carboxyfluorescein TEG-azide, 10 mM Sodium L-ascorbate and 2 mM Copper-II-sulphate diluted in PBS), and incubated in the dark at room temperature for 30 min. Samples were then diluted with 5 ml of PBS containing 1% BSA and 0.1% Tween-20. Cells were again pelleted, washed with PBS and then resuspended in 500 μl of PBS containing 1% BSA, 0.1 mg/ml of RNase and 1 μg/ml of DAPI. Samples were analysed on the Canto II (BD Biosciences). Forward and side scatter were used to select a population of cells free of cell debris and doublets. Cells were analysed using B450 (FTIC – EdU positive) and B510 (DAPI) lasers. 50,000 single-cell events were recorded for each ample. FlowJo software v10.5 was used to analyse the data. Data were collected in biological triplicate.

### RNA-seq experiments

Total RNA was extracted with TRIzol reagent (Thermo Fisher, 15596026), quantified on the Qubit and quality assessed with the Bioanalyzer. An aliquot of 500 ng of total RNA was spiked with external controls ERCC RNA spike-in Mix (Thermo Scientific, 4456740) and libraries constructed with the TruSeq Stranded mRNA sample preparation kit (Illumina, 20020594) according to the manufacturer’s protocol. mRNA Libraries were quantified on Qubit and then stored at − 20 °C. Library quality and fragment size of RNA-seq libraries were assessed on the Bioanalyzer, and then, KAPA Library Quantification (KAPA Biosystems, KK4824) was performed according to the manufacturer’s protocol. The KAPA quantification results were used to dilute the libraries to 2 nM for sequencing. RNA-seq samples were sequenced for 100 cycles of paired-end reads on the Illumina HiSeq 2500 platform, with four samples multiplexed per lane of the high output run.

### RNA-seq data analysis

RNA-seq data were processed as described in Taberlay & Achinger-Kawecka et al*.* [9). Briefly, read counts were normalised with ERCC spike in controls, mapped to hg19/GRCh37 using STAR and counted into genes using the featureCounts [101] programme. GENCODE v19 was used as a reference transcriptome to determine the transcript per million read (TPM) value. Fold change was calculated within each time point as the log2 ratio of normalised reads per gene using the *edgeR* package in R. Genes with a fold change of ± 1.5 and FDR < 0.01 were considered significantly different. Volcano plots of differential expression were created in R with *ggplots2* and heatmaps with the *heatmap2* package with normalised row Z-score. PCA was performed in R using the *edgeR* package with log counts per million (logCPMS) over GENCODE v19 annotated gene coordinates and normalising the read counts to library size. RNA-seq multivariate analysis of transcript splicing (MATS) to calculate exon skipping and intron retention was performed with the MATS python package v4.0.2 [73–75]. Transcription factor and GO term enrichment was obtained from Enrichr (http://amp.pharm.mssm.edu/Enrichr/) online gene list analysis tool [85, 86].

### TCGA and prostate cell line expression analysis

Pre-processed RNA-seq data from the TCGA prostate adenocarcinoma cohort were downloaded (cancergenome.nih.gov) for both normal and tumour samples. The average of tumour (n = 486) and normal (n = 52) samples was calculated to determine mean expression. Separation of tumours by Gleason score and molecular subtype was performed in R using the associated clinical data to subset the appropriate groups. Significance was calculated for tumour versus normal using an unpaired t test. For comparison between Gleason score or molecular subtype, significance was calculated using one-way ANOVA with Dunnett’s multiple comparison correction.

Expression data for prostate cell lines from Presner et al. [69] were downloaded from http://www.betastasis.com/prostate_cancer/. Significance between normal, cancer and transformed cell lines was calculated using one-way ANOVA with Dunnett’s multiple comparison correction.

### ChIP-seq data

The following LNCaP ChIP-seq data were obtained from GEO (ncbi.nlm.nih.gov/geo/); BRG1 accession GSE72690 [91], H3K4me3 and H3K27me3 accession GSE38685 [102], H3K27ac and H3K4me1 accession GSE73785 [9]. These data were processed through NGSane pipeline as previously described [9, 102]. Pre-processed bigwig files for FOXA1 and AR were obtained from GEO accession GSE114274 [87]. Genome browser images of ChIP-seq data were taken from IGV. Heatmaps of ChIP-seq signal were created with *deeptools* [103].

## Supplementary Information

**Additional file 1**. **Figure 1**. **a** SWI/SNF subunit gene expression (TPM) from RNA-seq data. All subunits, except *SMARCA4* (shown in Fig. 2a), are not significantly altered. Bars denote mean, and error bars are SD. **b** PCA plot characterising the trend in expression profiles between the non-targeting control and after BRG1 knockdown. Each point on the plot represents an RNA-seq sample. Samples are separated by principal components 1 and 2, which together explain 58.37 % of the variance between the samples. **c** Number of skipped exons at 72 hours and 144 hours after BRG1 knockdown with si-*SMARCA4*-1 (black) and si-*SMARCA4*-2 (grey). **d** Number of retained introns at 72 hours and 144 hours post BRG1 depletion with si-*SMARCA4*-1 (black) and si-*SMARCA4*-2 (grey). **e** Sashimi plot of exons one and two of the *KLK3* gene in the non-targeting and 144 hour knockdown RNA-seq data. Arcs represent the number of split reads across the exons. Lower numbers represent increased retention of the first intron after BRG1 knockdown.

**Additional file 2**. **Figure 2**. **a** Expression of *KLK2, PCAT-1 and VAV3* in prostate cell lines grouped as normal, cancer or transformed. **b** *AR* and *FOXA1* gene expression from the RNA-seq datasets shown as TPM. Bars denote mean, and error bars are SD.

**Additional file 3**. **Figure 3**. **a** Heatmap of replication gene promoters, +/- 5kb from the transcription start site. **b** IGV images of the genes *CDC45*, *ORC6* and *MCM2*. Grey shaded regions contain ChIP-seq signal peaks for BRG1 and active histone modifications.

**Additional file 4**. **Figure 4**. **a** Relative fluorescence units of caspase-3 activity determined from live-cell imaging over the course of 7 days. Treatments were added 24 hours after initial imaging. **b** *CASP3*, *CASP8* and *CASP9* gene expression from the RNA-seq datasets shown as TPM. Bars denote mean, and error bars are SD.

## Data Availability

The BRG1 knockdown RNA-seq data generated for this study is available from GEO, accession number GSE150252.

## Abbreviations

AR: Androgen receptor
BRG1: Brahma-related gene 1
FOXA1: Forkhead box A1
KLK2: Kallikrein 2
MCM: Minichromosome maintenance
ORC: Origin recognition complex
PCAT1: Prostate cancer associated transcript 1
PrEC: Prostate epithelial cells
PSA: Prostate specific antigen
MATS: Multivariate analysis of transcript splicing
Rb: Retinoblastoma protein
SMARCA4: SWI/SNF-related, matrix-associated, actin-dependent regulator of chromatin, subfamily A, member 4
SWI/SNF: Switch/sucrose non-fermentable
TCGA: The cancer genome atlas
VAV3: Vav guanine nucleotide exchange factor 3

How the deposited data were processed for this re-analysis (not part of the article)

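RNA from LNCaP cells transfected with si-NT or with either of 2 siRNAs against SMARCA4 was sequenced 72 h and 144 h after transfection, with 2 libraries for each siRNA and time point and 12 libraries in all. As the methods describe, the authors aligned the reads to hg19 (GRCh37) with STAR, counted them with featureCounts, normalised the counts with the ERCC spike-ins, determined TPM on GENCODE genes, compared groups with edgeR and deposited TPM. The deposited TPM table holds 63660 lines, of which 92 are ERCC spike-ins and 63568 are genes. Of the genes, 55665 (87.6%) were given a symbol and 30520 are listed at 0 TPM in every library. Every column of values was matched to a library, and 0 pairs of libraries held identical values. The paper's text does not name the tool that made TPM from the counts. TPM keeps no read depth, so no count model was used and no counting error is given.

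TPM was taken to log2 after adding a pseudocount of 1. The 16337 genes with at least 1 TPM in at least 2 libraries were tested with limma (lmFit and eBayes with a trend on mean expression) in 4 groups that share 1 estimate of the spread. The prior degrees of freedom were 3.53. All adjusted p-values of single genes are limma's with Benjamini-Hochberg adjustment. The siRNAs were compared with each other and with si-NT in a fit with 6 groups. Gene lists were tested with camera at a preset correlation of 0.01 and with fry. Single genes were also compared by two-sided exact permutation tests of TPM. The software was R 4.3.3, limma 3.58.1, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

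The rule for the genes named took every gene the paper names for its RNA-seq data, the mRNAs of proteins it blots, and KLK3, and some of these are not reported here. Added to these are the 5 genes with the largest fall and the 5 with the largest rise in the mean of both log2 fold changes, among genes called at both time points in the same direction with every BRG1 depleted library beyond both si-NT libraries of its time point. This gave 15 eligible genes for falls, of which 5 are named, and 4 for rises. The lists were the genes legible in Fig. 4b, MCM2-7, ORC1-6, S phase, G2/M, androgen response, amino acid stress (ATF4 targets), hypoxia, interferon response, p53 targets and the other SWI/SNF subunits. Symbols and GRCh37 coordinates come from GENCODE release 44 lifted to GRCh37, which is not the release the authors used, and gene identifiers are those of the deposited table.

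The procedure was tested on simulated data for the 16337 genes, with 200 of them changed. A change of 1 on the log2 scale was recovered for 84.5% of them at 72 h and 82% at 144 h, with 6 and 5 other genes called at an adjusted p under 0.05, and a change of 2 for 95.5% and 98.5%, with 7 and 8 other genes called. A simulated change of -0.3 added to the Fig. 4b list was recovered with an adjusted p of 4.8e-14, against 0.89 for each list left unchanged. The simulated genes were independent of each other, whereas the Fig. 4b genes had an estimated correlation of 0.662, so this recovery says nothing about lists of correlated genes.

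The alternatives were a pseudocount of 0.1, median-of-ratios size factors, quantile normalisation, scaling to the ERCC spike-ins, no filter (33048 genes), a mean TPM of at least 5 (10986 genes), the replicate number as a block, eBayes without the trend, only the 6 libraries of a time point, 6 groups, si-NT of both time points combined, other limits on fold change and adjusted p, fry in place of camera, genes scaled to unit variance or only the 500 most variable genes in the principal component analysis, and each library left out in turn. With a si-NT library left out, 1 control library remained at its time point and no gene was called there, so counts with 1 library left out come from 10 fits at a time point and from 8 for both time points together. Counts of genes that differ between the siRNAs come from the 8 fits that kept both libraries of each siRNA. ERCC scaling together with a linear fold change limit, and ERCC scaling of the named genes other than SMARCA4, were chosen after seeing the data. Gene ontology terms, ChIP-seq and protein data were not analysed here.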

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

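The tests of the Fig. 4b list, of the hypoxia and interferon response lists, of scaling and of 1 si-NT library in the androgen response list, of scaling in MEAF6 and of the number of libraries far from their group were chosen only after the result was seen, as were the rules that a list value had to lie beyond 1 standard error of the list score and that a difference in a gene of between 1 and 2 standard errors decides nothing.

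In 7 of 116 groups of 4 libraries among the named genes, with the si-NT libraries of both time points as 1 group, 1 library lay far from the other 3. Chance at 1 in 20 gives 5.8 such groups, and as many or more have a probability of 0.361 if the groups are independent. The groups share 12 libraries and genes that move together, so this probability does not exclude shifts of whole libraries. Replicate 2 of si-NT and of the siRNA numbered 2 at 72 h, which hold several of these values, scored -28.6 and -35.2 on the second principal component. KLK2 was at 143.21 TPM in replicate 2 of si-NT at 144 h, where the other si-NT libraries were at 333 to 341 TPM. CDC45 was at 14.33 TPM and ORC6 at 15.38 TPM in replicate 2 of si-NT at 72 h, where the others were at 24.9 to 25.8 TPM and 25.1 to 27.0 TPM. Among BRG1 depleted libraries, CDC6 was at 12.67 TPM in replicate 2 of the siRNA numbered 3 at 144 h (others 19.4 to 20.7 TPM) and CDT1 at 17.7 TPM in replicate 1 of the siRNA numbered 3 at 72 h (others 12.8 to 13.2 TPM). In replicate 2 of the siRNA numbered 2 at 72 h, ORC6 was at 12.52 TPM (others 18.2 to 18.7 TPM) and CASP8 at 26.5 TPM (others 16.3 to 16.7 TPM). No biological explanation was tested for these libraries.

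The fall of the cell cycle lists was larger at 144 h than at 72 h by camera's test of the difference. The median difference was -0.74 for the Fig. 4b genes (adjusted p = 4.65e-18), -0.75 for MCM2-7 (adjusted p = 0.000191), -0.65 for S phase (adjusted p = 1.99e-14) and -0.70 for G2/M genes (adjusted p = 4.07e-20). Under fry the adjusted p was 0.18 for each of these lists. The paper chose the Fig. 4b genes on these libraries. For the Fig. 4b genes, si-NT cells rose by 0.42 from 72 h to 144 h, which is 56.7% of the difference. That rise rested on 1 library: it was 0.08 against replicate 1 of si-NT at 72 h and 0.73 against replicate 2. Without replicate 2 the median at 72 h was -0.49, and without replicate 1 it was 0.17. Leaving out the lower of 2 control libraries enlarges the fall in any case, so these values say nothing about which library is typical. In BRG1 depleted cells the change from 72 h to 144 h was -0.34 for Fig. 4b and -0.21 for MCM2-7 genes. It was -0.24 for S phase and -0.36 for G2/M genes. No si-NT library enters these values, but the Fig. 4b scores of these libraries overlapped (-0.21 to 0.07 at 72 h, -0.65 to -0.10 at 144 h). A low si-NT library at 72 h thus cannot be told apart from a slower response of these genes to BRG1 depletion with 2 such libraries.

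The androgen response list, in which 29 genes were tested, rose at 144 h with a median of 0.51 and differed between the time points by 0.36 (camera adjusted p = 9.77e-06, fry adjusted p = 0.258). It was higher for 24 of 29 genes, of which 12 had an adjusted p under 0.05 over all genes and 14 when adjusted over the list alone. The paper does not report on this list. The median was 0.53 after removal of the trend on GC content and transcript length, at least 0.38 with each siRNA and 0.43 with quantile normalisation, so that trend, 1 siRNA alone and the scaling of the libraries each leave the rise relative to other genes in place. With ERCC scaling, which lowered the median of all genes to -0.31, the list was at 0.15, within the standard error of the list score (0.19). Whether it rose relative to the spike-ins therefore stays open. Without replicate 2 of si-NT at 144 h the median was 0.34 (standard error of the list score 0.24), and without replicate 1 it was 0.64, so the part of the rise that comes from 1 si-NT library cannot be told apart from BRG1 depletion with 2 such libraries. At 72 h the median was 0.13 (camera adjusted p = 0.323).

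The amino acid stress list, in which 29 genes were tested, fell at each time point, with medians of -0.65 at 72 h (29 of 29 genes lower, camera adjusted p = 2.77e-21, fry adjusted p = 0.0393) and -0.53 at 144 h (27 of 29 lower, camera adjusted p = 1.12e-06, fry adjusted p = 0.0599). At 72 h 4 genes had an adjusted p under 0.05 over all genes and 22 when adjusted over the list alone, and at 144 h 13 and 16. Of its genes, 5 are among those legible in Fig. 2g, and the paper does not report on the list. The list fell with each siRNA at each time point, with medians of -0.47 or lower, and after removal of the trend on GC content and transcript length, with medians of -0.59 or lower. With single libraries left out the medians ranged from -0.76 to -0.48 at 72 h and from -0.60 to -0.40 at 144 h, the value without replicate 1 of si-NT at 144 h. In si-NT cells the list changed by -0.55 from 72 h to 144 h, but the cells were moved to new wells at 72 h, so this says nothing about control cultures that exhaust their medium as they grow dense. Such an effect cannot be told apart from a lower amino acid stress response to BRG1 depletion, because no cell density of these cultures was analysed here.

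The hypoxia list, in which 23 genes were tested, fell with medians of -0.43 at 72 h and -0.54 at 144 h, with camera adjusted p = 6.47e-09 and 0.00696. Under fry the adjusted p was 0.243 and 0.416. At 72 h 22 of 23 genes were lower and at 144 h 18 of 23. With an adjusted p under 0.05, 0 genes were lower at 72 h and 6 at 144 h, over all genes and also when adjusted over the list alone. At 144 h 1 gene was higher with an adjusted p under 0.05 over all genes, and 2 when adjusted over the list alone. The list fell with each siRNA, with medians of -0.41 or lower, only narrowly beyond the standard error (0.34). In si-NT cells it changed by -0.45 from 72 h to 144 h, which says nothing about a shortage of oxygen in dense control cultures, since the cells were moved to new wells at 72 h. Such a shortage cannot be told apart from BRG1 depletion, because no cell density was analysed here. Without replicate 1 of si-NT at 144 h the median at 144 h was -0.19, and without replicate 2 it was -0.75, so an effect of 1 si-NT library cannot be told apart from BRG1 depletion. Without replicate 1 of the siRNA numbered 2 at 72 h the median at 72 h was -0.27, and without replicate 2 it was -0.68. The interferon response list, in which 19 genes were tested, had a median of -0.24 at 72 h (13 of 19 genes lower, camera adjusted p = 0.00139, fry adjusted p = 0.0763) and -0.19 at 144 h (camera adjusted p = 0.0672). At 72 h it was -0.29 with quantile normalisation, -0.28 after removal of the trend on GC content and transcript length (camera adjusted p = 0.00391) and -0.22 or lower with each siRNA (standard error 0.10), which argues against scaling, that trend and 1 siRNA alone. Without replicate 1 of si-NT at 72 h it was -0.15 (standard error 0.12), and without replicate 2 of si-NT at 144 h the median at 144 h was -0.30. The p53 list had medians of 0.07 at 72 h and -0.25 at 144 h (camera adjusted p = 0.522 and 0.129). With the siRNA numbered 2 its medians were -0.27 at 72 h and -0.43 at 144 h. With the siRNA numbered 3 they were 0.32 and -0.08, so the pooled value at 72 h averages a fall and a rise.

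The change after BRG1 depletion differed between the time points for 3 genes. MEAF6 (chromosome 1 of GRCh37 from 37955594 to 37980367) rose by 0.91 at 72 h and 1.93 at 144 h, a difference of 1.02 (adjusted p = 0.00657). After removal of the trend on GC content and transcript length the difference was 1.10, with median-of-ratios size factors it was 1.06 (adjusted p = 0.00177) and with quantile normalisation 1.01 (adjusted p = 0.00779), so that trend and the scaling of the libraries each leave it in place relative to other genes. With ERCC scaling, under which the median difference of all genes moved from -0.03 to -0.20, it was 0.81 (adjusted p = 0.995) and its standard error rose from 0.11 to 0.43, so its size relative to the spike-ins stays open. NBL1 (chromosome 1 from 19923473 to 19984949) rose by 0.73 at 72 h (adjusted p = 0.122) and 3.22 at 144 h, a difference of 2.49 (adjusted p = 0.0145). It overlaps MICOS10, and the summed TPM of the 4 genes annotated there on its strand differed by 0.30 (standard error 0.23). MICOS10, at 119 to 154 TPM, fixes that sum, so reads shared between these genes cannot be told apart from a change in NBL1. SNORD67 (chromosome 11 from 46783939 to 46784049) rose by 3.73 at 72 h and fell by 3.62 at 144 h, a difference of -7.35 (adjusted p = 0.000448). Of 124 small nucleolar RNA genes tested, 95 (76.6%) were listed at 0 in 1 library and at 5 TPM or more in another, so poor measurement of short RNAs is a candidate explanation.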

How the results depend on the processing

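ERCC scaling with a linear fold change limit, and ERCC scaling of the named genes other than SMARCA4, were chosen after seeing the data. SMARCA4 kept its direction at both time points in each of the alternatives run for it, and an adjusted p under 0.05 in each that allowed a test. Where a value changed, the cause was not tested, except where fewer genes, fewer libraries or another limit is the alternative itself.

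The limits moved the counts of down-regulated and up-regulated genes most. With a log2 fold change over 1, 45 genes were down-regulated and 33 up-regulated at 72 h, 254 and 426 at 144 h, 39 and 26 at both, and 14 and 19 genes differed between the siRNAs at 72 h and 144 h. With no fold change limit the numbers were 91 and 184, 1761 and 2222, 80 and 168, and 23 and 54. With a linear fold change over 1.5 and an adjusted p under 0.01, 28 genes were up-regulated at 72 h, 548 down-regulated and 912 up-regulated at 144 h, 27 up-regulated at both, and 14 and 10 differed between the siRNAs. These limits with ERCC scaling gave 4 up-regulated genes at 72 h, 106 down-regulated and 44 up-regulated at 144 h, and 1 up-regulated at both.

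With ERCC scaling alone, 170 genes were down-regulated and 57 up-regulated at 144 h, 2 were up-regulated at both time points, 0 SWI/SNF subunits had an adjusted p under 0.05 at 144 h (6 an unadjusted p under 0.05), 1 gene differed between si-NT at 144 h and 72 h, and 15 and 10 genes differed between the siRNAs. It turned FOXA1 to -0.0289, MCM6 to -0.15, ORC3 to -0.10 and CCNA2 to -0.18 at 72 h and CDKN1A to -0.31 at 144 h. SOCS2 at 72 h (1.60) and MCM4 (-1.21), CASP9 (0.25) and CDKN2A (-0.98) at 144 h lost their adjusted p under 0.05. Relative to the median of all genes, which ERCC scaling moved from 0.06 to -0.11 at 72 h and from 0.03 to -0.31 at 144 h, 0 of the 66 values of single genes refitted with ERCC scaling changed direction and the largest move was 0.0639. A pseudocount of 0.1 gave 20 up-regulated genes at 72 h, 181 down-regulated and 258 up-regulated at 144 h, 13 up-regulated at both, and 2 genes that differed between si-NT at 144 h and 72 h. A mean TPM of at least 5 gave 9 down-regulated genes at 72 h, 43 at 144 h and 9 at both, and 4 genes that differed between the siRNAs at 72 h. No filter gave 22 genes whose change differed between the time points and 1 gene that differed between si-NT at 144 h and 72 h. Only the 6 libraries of a time point gave 7 down-regulated and 2 up-regulated genes at 72 h, and 6 and 1 at both.

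Median-of-ratios size factors gave 8 SWI/SNF subunits at 144 h, 7 genes whose change differed between the time points and 5 genes that differed between the siRNAs at 144 h, and turned MCM6 to -0.03 and CCNA2 to -0.0646 at 72 h. Quantile normalisation gave 5 genes that differed between the siRNAs at 144 h, and turned MCM6 to -0.0068 and CCNA2 to -0.0455 at 72 h and FOXA1 to 0.0082 and KLK3 to 0.0143 at 144 h. With si-NT of both time points combined, 8 genes were up-regulated at both, 1 and 10 SWI/SNF subunits passed at 72 h and 144 h, MCM6 and CCNA2 were at -0.22 and -0.33 at 72 h, and FOXA1 and KLK3 at 0.0059 and 0.0754 at 144 h. With 6 groups, 1 and 9 SWI/SNF subunits passed. Under fry the Fig. 4b median of -0.16 at 72 h had an adjusted p of 0.492, where its alternatives ran from 2.94e-14 to 0.492. The first principal component took 31.72% of the variance with genes scaled to unit variance, 26.28% with no filter, 22.29% with a pseudocount of 0.1 and 20.88% with the 500 most variable genes.

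With the replicate block (the replicate number as a block in the fit), 17 genes were down-regulated and 8 up-regulated at 72 h, and 66 and 116 at 144 h. Taken over all groups the numbers showed no pairing: over 15 pairs of groups, the correlation of the deviations ran from -0.23 to 0.3, with a median of -0.02. At 72 h, however, replicate 1 scored above replicate 2 in every group for the Fig. 4b genes. The scores were 0.49 and -0.10 in si-NT, 0.07 and -0.21 with the siRNA numbered 2, and 0.069 and -0.002 with the siRNA numbered 3. These correlations do not exclude a replicate effect on such genes at 72 h. No named gene changed its call under the block.

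With 1 library left out in turn, the lowest and highest log2 fold changes at 72 h were -0.27 and 0.13 for CASP8, -0.50 and 0.51 for CCNA2, -0.74 and 0.0595 for CDC45, -0.39 and 0.20 for CDKN1A, -0.44 and 0.28 for CHEK1, -0.59 and 0.17 for MCM3, -0.52 and 0.33 for MCM4, -0.58 and 0.22 for MCM5, -0.45 and 0.53 for MCM6, and -0.54 and 0.0637 for MCM7. They were -0.29 and 0.11 for ORC2, -0.0967 and 0.27 for ORC3, -0.0649 and 0.0407 for ORC4, -0.22 and 0.0557 for ORC5, and -0.56 and 0.11 for ORC6. For all of these but CASP8, CDKN1A and ORC4, the lowest was without replicate 2 and the highest without replicate 1 of si-NT at 72 h. For CASP8 it was the reverse. For CDKN1A and ORC4 the lowest was without replicate 1 of the siRNA numbered 3 and the highest without replicate 1 of the siRNA numbered 2 at 72 h. At 144 h the values were -0.21 and 0.34 for CDKN1A (without replicate 2 of the siRNA numbered 3 and of the siRNA numbered 2), -0.0526 and 0.0446 for FOXA1, -0.0885 and 0.0492 for ORC3 (both without replicate 1 of the siRNA numbered 2 and replicate 2 of the siRNA numbered 3), -0.0251 and 0.0233 for ORC5 (without replicate 2 of each siRNA), and -0.56 and 0.52 for KLK3. KLK3 was lowest without replicate 2 and highest without replicate 1 of si-NT at 144 h. The Fig. 4b median at 72 h ran from -0.49 to 0.17, without replicate 2 and replicate 1 of si-NT at 72 h.

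Counts with 1 library left out were taken only where every si-NT group compared, or every siRNA group compared, kept 2 libraries, in 10 fits for the SWI/SNF subunits and 8 fits for the others. They ran from 0 to 5 for genes that differ between si-NT at 144 h and 72 h, with 5 and 2 without replicate 2 of the siRNA numbered 2 and of the siRNA numbered 3 at 144 h, and 1 without replicate 1 of the siRNA numbered 2 or replicate 2 of the siRNA numbered 3 at 72 h. On all libraries the count was 0, with 671 genes at an unadjusted p under 0.05. Genes that differ between the siRNAs at 144 h ran from 3 to 6, with 6 without either library of the siRNA numbered 2 at 72 h or either si-NT library at 144 h. Genes whose change differs between the time points ran from 3 to 10, with 10 and 5 without replicate 1 and replicate 2 of the siRNA numbered 3 at 144 h, and 8 without replicate 2 of the siRNA numbered 2 at either time point. SWI/SNF subunits at 144 h ran from 3 to 7, with 7 without replicate 2 of the siRNA numbered 3 at 144 h. The first component ran from 27.95% to 31.97%. For single genes and lists, 14 other values were weaker and 3 stronger under the other alternatives, and 6 were weaker, 2 stronger and 23 moved with 1 library left out. Read depth is unknown, so its effect on these results cannot be given.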

Differences from the paper's values

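For the split between lower and higher genes at 144 h, tests of a cause are given under other observations. Those with median-of-ratios size factors and with ERCC scaling were chosen after the result was seen. No test of a cause was run for the other differences. A gap is called closed where the larger number is at most 1.5 times the smaller, which does not mean that the numbers are equal.

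For down-regulated genes at 72 h the paper's number is 169 and the number here 18, and 0 of the 25 alternatives set before the data were examined closed the gap. For up-regulated genes at 72 h the paper's number is 24 and the number here 9. The gap closed with a pseudocount of 0.1 (20), with a log2 fold change over 1 (33) and with a linear fold change over 1.5 and an adjusted p under 0.01 (28), and not under the other 22 alternatives. For down-regulated genes at 144 h the paper's number is 800 and the number here 66. The linear fold change over 1.5 with an adjusted p under 0.01 gave 548, and the other 24 alternatives left the gap. The paper's methods state a fold change limit of 1.5 with a false discovery rate of 0.01, while its results text states a log2 limit of 1.5 with 0.05, the limit used here. For up-regulated genes at 144 h the paper's number is 174 and the number here 114. The gap closed with a pseudocount of 0.1 (258), the replicate number as a block (116), 6 groups (120), and without replicate 1 of the siRNA numbered 2 (118), replicate 1 of the siRNA numbered 3 (132) or replicate 2 of the siRNA numbered 3 (117) at 144 h. The other 19 alternatives left it.

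For genes down-regulated at both time points the paper's number is 126 and the number here 15, and 0 of 23 alternatives closed the gap. For genes up-regulated at both the paper's number is 16 and the number here 4, and only a pseudocount of 0.1 closed the gap (13) among 23 alternatives. The paper's share of up-regulated genes at 72 h that remained up-regulated is 67% and the share here 44.4%. Of 23 alternatives 20 closed this gap, among them a log2 fold change over 1.5 with an adjusted p under 0.01 (66.7%) and a pseudocount of 0.1 (65%). It stayed with ERCC scaling, 6 groups, and without replicate 2 of the siRNA numbered 3 at 144 h.

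The paper describes a separation by time point along the first principal component, where 75.9% of the variance of the scores lay between si-NT and BRG1 depleted libraries and 10.6% between the time points. The paper reports more genes with lost than with gained expression at 144 h, where 63.3% of called genes were higher here. With ERCC scaling 25.1% were higher. The paper reports no significant change in other SWI/SNF subunits, and names no fold change limit for them. Here 4 had an adjusted p under 0.05 at 144 h with no fold change limit. At the log2 limit of 1.5 that the paper's results text gives for differential expression, 0 passed, so there the results do not differ. With ERCC scaling 0 subunits had an adjusted p under 0.05, and 6 an unadjusted p under 0.05. The paper places KLK2 among the down-regulated genes, and its adjusted p here was 0.151 at 72 h and 0.0937 at 144 h. With si-NT of both time points combined KLK2 had an adjusted p of 0.0131 at 144 h, with a log2 fold change of -1.48 that stays under the limit, and its adjusted p ran up to 0.168 at 144 h over its alternatives. With ERCC scaling, chosen after seeing the values, KLK2 was at -1.58 at 144 h (adjusted p = 0.0768), and at -1.26 relative to the median of all genes. The paper names ORC5, beside CDC6 and MCM proteins, as down-regulated where it anticipates that replication fails to start. The log2 fold change of ORC5 mRNA here was -0.08 at 72 h and -0.00 at 144 h. The ORC protein that the paper blots is ORC6. Its mRNA had a log2 fold change of -0.89 at 144 h here (limma, adjusted p = 0.0106). With ERCC scaling, also chosen after seeing the values, ORC5 was at -0.39 at 144 h (adjusted p = 0.46, up to 0.993 over its alternatives), and at -0.0785 relative to the median of all genes. The paper counts MCM proteins as down-regulated, blots MCM5 and does not single out MCM6. MCM6 mRNA had an adjusted p of 0.0678 (limma) at 144 h here. It was 0.0179 with only the 6 libraries of that time point, and between 0.00686 and 0.247 over its alternatives.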

Other observations

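The tests of the split with median-of-ratios size factors and with ERCC scaling, and of p53 activity, were chosen only after the result was seen.

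On the TPM scale 63.3% of genes called at 144 h were higher in BRG1 depleted cells, with 61.1% to 67.3% over 10 fits that left out 1 library. The share was 60.3% with median-of-ratios size factors, which a few abundant genes cannot move, 63.9% among 9495 protein-coding genes with a mean TPM of at least 5, and 57.6% after removal of the trend on GC content and transcript length (70 lower and 95 higher of 14814 genes). With ERCC scaling it was 25.1%. The spike-ins took 14092 ± 3921 TPM (SD, n = 4) in BRG1 depleted libraries at 144 h and 10675 ± 2189 TPM (SD, n = 4) in si-NT libraries, and the ranges overlapped (10444 to 19657 and 8047 to 13356 TPM, exact permutation test, p = 0.229). Less RNA relative to the spike-ins in the BRG1 depleted libraries may turn the split. It cannot be told apart from variation in spike-in amounts because the totals overlap. At 144 h the 2 si-NT libraries themselves held 8047 and 13356 TPM of spike-ins. The spike-ins were added to a fixed amount of total RNA, so they do not measure RNA per cell.

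With the BRG1 depleted libraries of 1 time point against all 4 si-NT libraries, 28 genes were called at 72 h and 167 at 144 h. Of the 35 splits of these 8 libraries, 1 gave as many genes at each time point, the real one, and the next largest gave 4 and 2.

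Between the siRNAs, 7 genes differed past both limits at 72 h and 3 at 144 h, the latter SNORD116-6, SCARNA24 and GLO1. GLO1 was the only gene among them at both time points. CDKN1A lay just under the fold change limit, and these genes were singled out after their values were seen. GLO1 was at 58.3 ± 3.88 TPM (SD, n = 4) with the siRNA numbered 2, 225 ± 16.8 TPM (SD, n = 4) with the siRNA numbered 3 and 182 ± 21.8 TPM (SD, n = 4) in si-NT cells, with both time points together. The log2 difference between the siRNAs was 1.86 at 72 h (adjusted p = 0.00022) and 2.00 at 144 h (adjusted p = 0.00023). It was at least 1.53 over 3 other scalings, the lowest with ERCC scaling at 144 h (standard error 0.32, adjusted p = 0.1, and down to 7.16e-05 with the others), and at least 1.75 after removal of the trend on GC content and transcript length. The difference stayed beyond 2 standard errors in each, although it missed an adjusted p of 0.05 with ERCC scaling at 144 h. An effect of the siRNA numbered 2 on GLO1 apart from BRG1 is a hypothesis that these data leave open.

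CDKN1A was at 43 ± 5.96 TPM (SD, n = 4) with the siRNA numbered 2, 120 ± 17.1 TPM (SD, n = 4) with the siRNA numbered 3 and 72.1 ± 1.37 TPM (SD, n = 4) in si-NT cells. The log2 difference between the siRNAs was 1.50 at 72 h (adjusted p = 0.00367) and 1.43 at 144 h (adjusted p = 0.00716). It was at least 0.97 over 3 other scalings, the lowest with ERCC scaling at 144 h (standard error 0.32, adjusted p = 0.286, and down to 0.0021 with the others), and at least 1.48 after removal of the trend. It too stayed beyond 2 standard errors but missed an adjusted p of 0.05 with ERCC scaling at 144 h. The other 19 genes of the p53 list had median differences of 0.49 at 72 h (18 of 19 higher with the siRNA numbered 3) and 0.43 at 144 h (16 of 19), so p53 activity that differs between the siRNAs may contribute. For CDKN1A the pooled BRG1 depleted group thus averages a fall and a rise.

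On the second principal component, replicate 2 of si-NT at 72 h scored -28.6 and replicate 2 of the siRNA numbered 2 at 72 h -35.2, while the other libraries lay between -11.8 and 17.2. Of the variance of these scores 17% lay between the time points and 0.3% between si-NT and BRG1 depleted libraries. No explanation was tested for these libraries.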
